# TGFβR signalling controls CD103^+^CD11b^+^ dendritic cell development in the intestine

**DOI:** 10.1038/s41467-017-00658-6

**Published:** 2017-09-20

**Authors:** C. C. Bain, J. Montgomery, C. L. Scott, J. M. Kel, M. J. H. Girard-Madoux, L. Martens, T. F. P. Zangerle-Murray, J. Ober-Blöbaum, D. Lindenbergh-Kortleve, J. N. Samsom, S. Henri, T. Lawrence, Y. Saeys, B. Malissen, M. Dalod, B. E. Clausen, A. McI. Mowat

## Abstract

CD103^+^CD11b^+^ dendritic cells (DCs) are unique to the intestine, but the factors governing their differentiation are unclear. Here we show that transforming growth factor receptor 1 (TGFβR1) has an indispensable, cell intrinsic role in the development of these cells. Deletion of *Tgfbr1* results in markedly fewer intestinal CD103^+^CD11b^+^ DCs and a reciprocal increase in the CD103^−^CD11b^+^ dendritic cell subset. Transcriptional profiling identifies markers that define the CD103^+^CD11b^+^ DC lineage, including CD101, TREM1 and Siglec-F, and shows that the absence of CD103^+^CD11b^+^ DCs in CD11c*-*Cre*.Tgfbr1* ^fl/fl^ mice reflects defective differentiation from CD103^−^CD11b^+^ intermediaries, rather than an isolated loss of CD103 expression. The defect in CD103^+^CD11b^+^ DCs is accompanied by reduced generation of antigen-specific, inducible FoxP3^+^ regulatory T cells in vitro and in vivo, and by reduced numbers of endogenous Th17 cells in the intestinal mucosa. Thus, TGFβR1-mediated signalling may explain the tissue-specific development of these unique DCs.

## Abstract (web summary)

Developmental cues for the different dendritic cell (DC) subsets in the intestine are yet to be defined. Here the authors show that TGFβR1 signalling is needed for development of CD103^+^CD11b^+^ intestinal DCs from CD103^−^CD11b^+^ cells and that they contribute to the generation of Th17 and regulatory T cells

## Introduction

Dendritic cells (DCs) are central to the regulation of immune function in the intestine. They control whether tolerance or active immunity is induced by different kinds of antigens, specify the nature of responses that occur and imprint primed T and B cells with the selective ability to return to the intestinal mucosa^1^. Although most of these events take place when DCs encounter naive lymphocytes in the draining mesenteric and colonic lymph nodes^2–4^, the relevant DCs are derived from the Peyer’s patches (PPs) or lamina propria (LP) of the mucosa itself, where they capture antigen before emigrating to lymph nodes in afferent lymphatics^5^. Therefore, exploring the biology of mucosal DCs is essential to understand the cellular basis of immune responses in the intestine.

Work by ourselves and others has revealed heterogeneity among DCs in the mouse intestine, with four major subsets based on the expression of CD103 and CD11b^6–8^. These cells include a prominent population of CD103^+^CD11b^+^ DCs, a subset unique to the intestine and its draining lymphoid tissues^5^. Intestinal CD103^+^CD11b^+^ DCs are functionally and ontogenically distinct from the Batf3/IRF8-dependent, XCR1^+^CD103^+^CD11b^−^ DCs with cross-presenting activity in the gut and elsewhere^9–11^, commonly referred to as conventional DC subset 1 (cDC1)^12^. However, the development of CD103^+^CD11b^+^ DCs is yet to be dissected fully. Several factors have been reported to be important for the homeostasis of these cells including colony-stimulating factor 2 (CSF2)^13^, Notch-2^14^, IRF4^8, 15^, retinoic acid^16^ and signal regulatory protein α (SIRPα)^17^. However, whether these factors link to a common developmental pathway and why this unusual population is restricted to the intestine are unclear.

Transforming growth factor β (TGFβ) is abundant in the intestine and induces the expression of CD103 on intestinal intraepithelial lymphocytes and regulatory T (Treg) cells with effector function^18, 19^. TGFβ is also reported to influence the development and/or homeostasis of several myeloid cell populations, including Langerhans cells and microglia^20–23^. However, the role of TGFβ-mediated signalling in DC development in the intestinal mucosa has not been addressed directly. Using refined approaches we have developed to identify DC subsets and other CD11c^+^ cells in the intestine^6, 24^, we show here that mice lacking the TGFβR1 on CD11c^+^ cells have a selective and cell-intrinsic defect in CD103^+^CD11b^+^ DCs in the intestine. By developing a panel of markers that defines this lineage, we show that the loss of CD103^+^CD11b^+^ DCs reflects a defect in differentiation from a CD103^−^CD11b^+^ intermediate, rather than just the absence of CD103 expression. The lack of TGFβR1-dependent CD103^+^CD11b^+^ DCs is accompanied by defective generation of antigen-specific, inducible FoxP3^+^ Treg cells in vitro and in vivo, and by reduced numbers of Th17 cells in the intestinal mucosa. Thus, TGFβ-mediated signalling is indispensable for the phenotypic and functional imprinting of LP CD103^+^CD11b^+^ DCs.

## Results

### T-cell-dependent inflammation in CD11c-Cre.*Tgfbr1*^fl/fl^ mice

To explore the role of TGFβ in intestinal DC development, we crossed *Tgfbr1* ^fl/fl^ mice with *Itgax*-Cre mice, which constitutively express Cre recombinase under control of the CD11c promoter^25^ (referred to here as CD11c*-*Cre). Although CD11c*-*Cre*.Tgfbr1* ^fl/fl^ mice (Cre^+^) and non-transgenic *Tgfbr1* ^fl/fl^ littermates (Cre^−^) were born at Mendelian frequencies, Cre^+^ mice developed a wasting disease and died before 20 weeks of age (Figs. 1a, b and Supplementary Fig. 1a). This was associated with activation of splenic T cells, inflammation of the stomach, colon, liver and lungs, where there were leukocytic infiltrates and the production of pro-inflammatory cytokines (Supplementary Fig. 1b–f). These findings are consistent with a previous report of wasting disease in CD11c*-*Cre*-Tgfbr2* ^fl/fl^ mice^26^ and highlight the need for TGFβ signalling in control of inflammatory pathology.

**Fig. 1:**
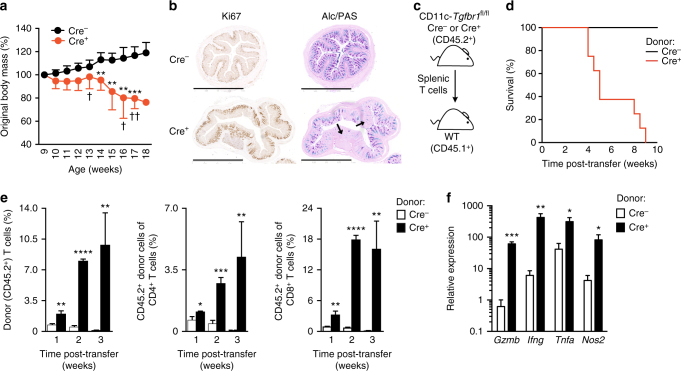
T-cell-dependent inflammatory disease in CD11c-Cre.*Tgfbr1* ^fl/fl^ mice. **a** Body weights of CD11c*-*Cre.*Tgfbr1* ^fl/fl^ (Cre^+^) mice and *Tgfbr1* ^fl/fl^ (Cre^−^) mice littermate controls presented as a percentage of original bodyweight at 9 weeks of age. The results are the means ± 1 SD of five (Cre^+^) or six (Cre^−^) mice per group and are representative of two experiments (**p < 0.01 and ***p < 0.001—Student’s *t*-test followed by Holm–Sidak correction). († indicates the loss of animal from group). **b** Representative colonic pathology as assessed by epithelial cell turnover (Ki67 staining—*left panels*) and goblet cell density (PAS staining—*right panels*) in Cre^−^ (*upper panels*) and Cre^+^ mice (*lower panels*). *Arrows* indicate loss of goblet cells. *Scale bar*, 1 mm. **c** Experimental scheme for the transfer of splenic T cells from Cre^−^ or Cre^*+*^ mice into congenic WT recipients. **d** Survival of WT recipients given T cells from Cre^−^ ro Cre^*+*^ mice. Data are pooled from two experiments with a total of seven (Cre^−^) or eight (Cre^*+*^) mice per group. **e** Frequency of CD45.2^+^ donor T cells among total blood T cells (*left*) and the frequency of donor cells within the CD4^+^ and CD8^+^ T-cell compartments (*centre* and *right*) at 1, 2 and 3 weeks post transfer in the mice from **c**, **d** above. Data are from one of two independent experiments each with 3 (Cre^*+*^) or 4 (Cre^−^) mice per group. **f** Expression of mRNA transcripts for *Gzmb*, *Ifng*, *Tnfa* and *Nos2* in the stomach of recipients of splenic T cells from Cre^−^ or Cre^*+*^ mice in **d** above. In **e**, **f**, *bars* represent the mean + SD of three mice per group and mRNA expression is relative to expression of *Gapdh*. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0005 determined by two-tailed Student’s *t*-test

As some T cells may exhibit functional Cre activity in CD11c-Cre mice^25^ and disruption of TGFβ signalling in T cells is known to provoke a lethal inflammatory disease^27, 28^, we examined whether lack of TGFβR1 signalling in T cells might contribute to the inflammatory disease in CD11c*-*Cre*.Tgfbr1* ^fl/fl^ mice. Analysis of T cells purified from the spleen of these mice demonstrated clear Cre-mediated deletion of genomic *Tgfbr1* (Supplementary Fig. 1g), whereas ~ 8% of circulating T cells and ~ 12% of CD3^+^ small intestinal LP (SILP) T cells were labelled in CD11c*-*Cre*.Rosa26*-LSL-YFP mice (Supplementary Fig. 2a, b). Thus, Cre-mediated recombination occurs in T cells in the CD11c-Cre strain. Furthermore, CD3^+^ T cells from Cre^+^ mice transferred the lethal wasting disease into congenic wild-type (WT) recipients, with expansion and activation of donor CD4^+^ and CD8^+^ T cells, gastritis and expression of messenger RNA for proinflammatory mediators in the stomach (Figs. 1c–f). In contrast, T cells from Cre^−^ littermates showed only limited and transient expansion in recipient mice and these animals remained healthy. Of note, a significant fraction of T cells transferred from Cre^+^ donors had lost the *Tgfbr1* gene (Supplementary Fig. 1g) and crossing the CD11c*-*Cre*.Tgfbr1* ^fl/fl^ mice on to the *Rag1* ^−*/*−^ background prevented wasting disease, confirming that the pathology involved deletion of the TGFβR1 in T cells.

### CD11c^+^ myeloid cells prevent T-cell-mediated colitis

Although these findings implied that TGFβR1 signalling in T cells normally prevents inflammatory disease, previous work suggested that the wasting disease seen in CD11c*-*Cre*-Tgfbr2* ^fl/fl^ mice was dependent on DCs^26^. To investigate whether this might also contribute to the development of inflammatory disease in CD11c*-*Cre*.Tgfbr1* ^fl/fl^ mice, we transferred total T cells from WT (CD45.1) donors into *Rag1* ^−*/*−^ CD11c*-*Cre*.Tgfbr1* ^fl/fl^ mice (hereafter referred to as *Rag1* ^−*/*−^ Cre^+^) or *Rag1* ^−*/*−^ *Tgfbr1* ^fl/fl^ mice (hereafter referred to as *Rag1* ^−*/*−^ Cre^−^) (Fig. 2a). Strikingly, following T-cell transfer, *Rag1* ^−*/*−^Cre^+^ recipient mice showed marked growth retardation compared with *Rag1* ^−*/*−^Cre^−^ control mice (Fig. 2b), together with severe colitis associated with accumulation of CD4^+^ T cells and expression of mRNA for tumour necrosis factor-α, inducible nitric oxide synthase, interferon (IFN)-γ and interleukin (IL)-17A (Figs. 2b–f). Thus, the absence of TGFβR1-mediated signalling in CD11c-expressing cells other than T cells also contributes to T-cell-driven colitis in CD11c*-*Cre*.Tgfbr1* ^fl/fl^ mice.

**Fig. 2:**
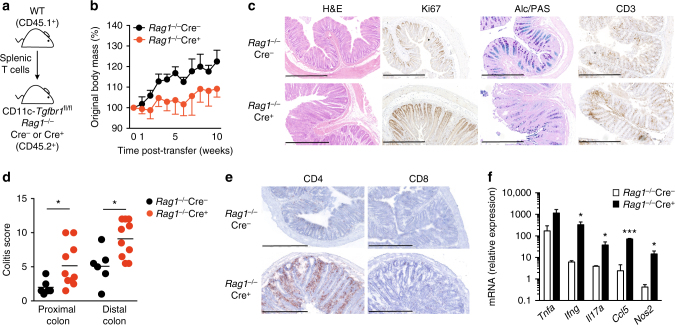
TGFβR1 signalling in CD11c^+^ myeloid cells prevents T-cell-mediated colitis. **a** Experimental scheme for induction of colitis by transfer of CD45.1^+^ WT spleen T cells mice into *Rag1* ^−*/*−^ *Tgfbr1* ^fl/fl^ (*Rag1* ^−*/*−^Cre^−^) or *Rag1* ^−*/*−^ CD11c*-*Cre.*Tgfbr1* ^fl/fl^ (*Rag1* ^−*/*−^Cre^+^) recipients. **b** Body weights following adoptive transfer of WT T cells shown as percentage of starting weight. The results are the means ± 1 SD of four mice per group from one of two independent experiments. **c** Representative colonic pathology as assessed by haematoxylin and eosin staining, Ki67 staining of dividing epithelial cells, PAS^+^ goblet cells and CD3^+^ T cells at 10–17 weeks post-transfer. *Scale bar*, 500 μm. **d** Histological scoring of proximal and distal colon. Data are pooled from four independent experiments with a total of six (*Rag1* ^−*/*−^Cre^−^) or nine (*Rag1* ^−*/*−^Cre^*+*^) recipients per group. *p < 0.05 determined by Mann–Whitney test. **e** CD4 and CD8 expression in colon at 10–17 weeks post transfer. *Scale bar*, 500 μm. **f** Expression of mRNA transcripts for *Tnfa*, *Ifng*, *Il17a*, *Ccl5* and *Nos2* in the colon. *Error bars* represent the mean + 1 SD of two (*Rag1* ^−*/*−^Cre^−^) or five (*Rag1* ^−*/*−^Cre^*+*^) mice per group and mRNA expression is relative to expression of *Abl*. Data are from one of three independent experiments performed. *p < 0.05 and ***p < 0.001 determined by two-tailed Student’s *t*-test

### TGFβR1 signalling controls intestinal DC homeostasis

We reasoned that this inflammation may reflect a role for the mononuclear phagocytes that contribute to the generation and/or differentiation of pathogenic T cells in the intestine and thus we explored the populations of DCs and macrophages present in the mucosa of *Rag1* ^−*/*−^Cre^+^ mice. As has been found in immunocompetent mice^6, 7, 29^, the SILP of *Rag1* ^−*/*−^Cre^−^ mice contained four subsets of bona fide CD11c^+^MHCII^+^CD64^−^ DCs, distinguished by their differential expression of CD103 and CD11b (Fig. 3a and Supplementary Fig. 2a). The absolute numbers and proportions of DCs co-expressing CD11b and CD103 were severely reduced in *Rag1* ^−*/*−^Cre^+^ mice compared with *Rag1* ^−*/*−^Cre^−^ or Cre^*+*^ *Tgfbr1* ^*fl/+*^ littermate controls, with parallel increases in the CD11b^+^CD103^−^ DC subset (Figs. 3a, b and Supplementary Fig. 2b). CD103^+^CD11b^−^ and CD103^−^CD11b^−^ DCs were present at comparable frequencies and numbers in *Rag1* ^−*/*−^Cre^+^ and Cre^−^ mice, although as with the remaining CD103^+^CD11b^+^ DCs, CD103^+^CD11b^−^ DCs showed reduced levels of CD103 expression in Cre^+^ mice (Figs. 3a, b). As the small CD103^−^CD11b^−^ subset is variable in size, is phenotypically heterogeneous and may derive from isolated lymphoid follicles^7^, it has not been ascribed specific functions in the LP and it is not explored further here. Importantly, despite expressing high levels of CD11c and exhibiting Cre activity (Supplementary Fig. 3a), the absolute numbers of CD64^+^ mϕ were equivalent in the small intestine of *Rag1* ^−*/*−^Cre^+^ and *Rag1* ^−*/*−^Cre^−^ mice (Fig. 3c). There was a similar reduction in CD103^+^CD11b^+^ DCs in the colonic mucosa of *Rag1* ^−*/*−^Cre^+^ mice compared with *Rag1* ^−*/*−^Cre^−^ littermate controls, together with an increased proportion of the CD103^−^CD11b^+^ subset. Unlike the small intestine, the frequencies of CD103^+^CD11b^−^ DCs were also reduced in the colon of *Rag1* ^−*/*−^Cre^+^ mice (Fig. 3d). Notably, there were no differences in the populations of CD11b^+^ and CD11b^−^ DCs in the spleen of *Rag1* ^−*/*−^Cre^+^ and *Rag1* ^−*/*−^Cre^−^ mice (Fig. 3e). We were unable to obtain sufficient cells from the hypotrophic lymph nodes of *Rag1* ^−*/*−^ mice to assess DC populations in these tissues.

**Fig. 3:**
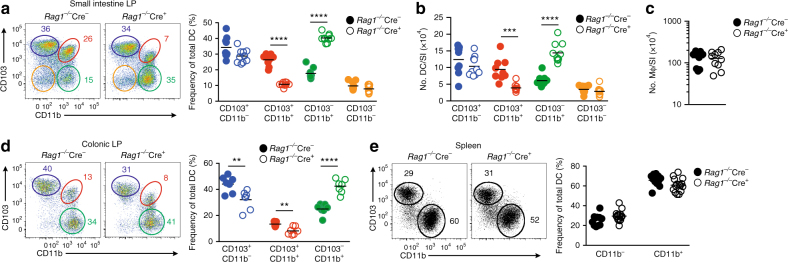
TGFβR1 signalling controls dendritic cell homeostasis in the intestine. **a** Expression of CD103 and CD11b by live CD45^+^CD11c^+^MHCII^+^CD64^−^ DC (*left*) and relative frequencies of DC subsets (*right*) in the SILP of *Rag1* ^−*/*−^ *Tgfbr1* ^fl/fl^ mice (*Rag1* ^−*/*−^Cre^−^) or *Rag1* ^−*/*−^ CD11c-Cre.*Tgfbr1* ^fl/fl^ (*Rag1* ^−*/*−^Cre^+^) mice. **b** Absolute numbers of DC subsets and **c** CD64^+^Ly6C^−^ macrophages from SI from mice in **a**. Data are pooled from three independent experiments with 9 (*Rag1* ^−*/*−^Cre^−^) or 10 (*Rag1* ^−*/*−^Cre^*+*^) mice per group. **d** Expression of CD103 and CD11b by live CD45^+^CD11c^+^MHCII^+^CD64^−^ DC (*left*) and relative frequencies of DC subsets (*right*) in the colonic LP of *Rag1* ^−*/*−^Cre^−^ or *Rag1* ^−*/*−^Cre^+^ mice. Data are pooled from two independent experiments with a total of seven mice per group. **e** Expression of CD103 and CD11b by live CD11c^+^MHCII^+^ DC (*left*) and relative frequencies of DC subsets (*right*) in the spleen of *Rag1* ^−*/*−^Cre^−^ or *Rag1* ^−*/*−^Cre^+^ mice. Data are pooled from four independent experiments with 11 (*Rag1* ^−*/*−^Cre^−^) or 15 (*Rag1* ^−*/*−^Cre^*+*^) mice/group. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001 determined by Student’s *t*-test followed by Holm–Sidak correction

Thus, CD11c-driven deletion of the TGFβR1 leads to a dramatic reduction in the number of CD103^+^CD11b^+^ DCs in the intestinal mucosa. To explore the underlying mechanism in more detail, we focused on the small intestine, where the relevant DC subset is most abundant.

### TGFβR1-mediated control of DC homeostasis is cell intrinsic

To examine whether TGFβR1 regulation of DC homeostasis was cell intrinsic, we generated mixed bone marrow (BM) chimeric mice by reconstituting lethally irradiated (CD45.1^+^ × CD45.2^+^) WT mice with a 1:1 ratio of WT (CD45.1^+^) and either *Rag1* ^−*/*−^Cre^−^ or *Rag1* ^−*/*−^Cre^+^ (CD45.2^+^) BM cells (Fig. 4a). Under these conditions, CD103^+^CD11b^−^ DCs were produced equally efficiently from WT and transgenic BM regardless of whether *Rag1* ^−*/*−^Cre^−^ or *Rag1* ^−*/*−^Cre^+^ BM was used to generate the chimera (Fig. 4b). In contrast, whereas CD103^+^CD11b^+^ DCs derived equally from the different BM sources in WT:*Rag1* ^−*/*−^Cre^−^ chimeras, the vast majority derived from WT BM in WT:*Rag1* ^−*/*−^Cre^+^ chimeras, consistent with the reduced numbers of these cells in intact *Rag1* ^−*/*−^Cre^+^ mice (Fig. 4b). Similarly, more of the CD103^−^CD11b^+^ DC subset was derived from *Rag1* ^−*/*−^Cre^+^ BM compared with WT or *Rag1* ^−*/*−^Cre^−^ BM (Fig. 4c).

**Fig. 4:**
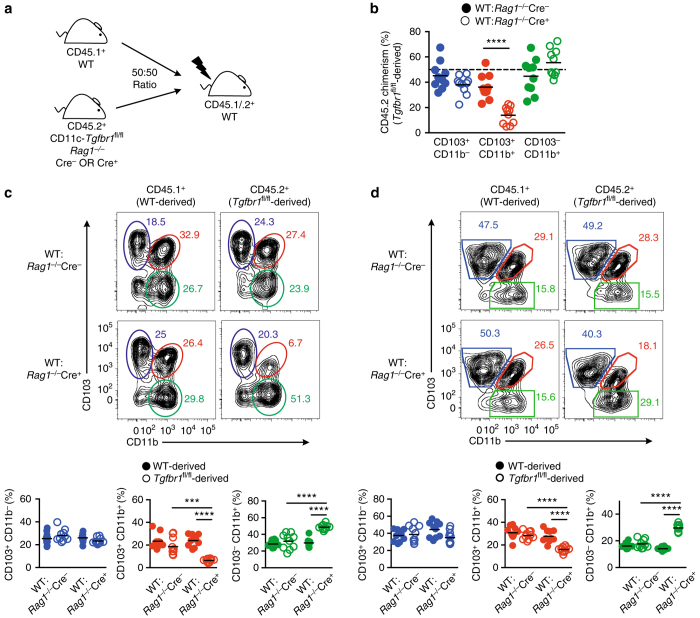
TGFβR1-mediated control of DC homeostasis is cell intrinsic. **a** Experimental scheme for generation of mixed BM chimeric mice by reconstitution of irradiated CD45.1^+^ × CD45.2^+^ mice with a 1 : 1 mixture of BM from CD45.1^+^ WT and *Rag1* ^−*/*−^Cre^−^ or *Rag1* ^−*/*−^Cre^*+*^ CD45.2^+^ donors. **b** CD45.2^+^ *Tgfbr1* ^fl/fl^-derived chimerism among DC subsets from WT:*Rag1* ^−*/*−^Cre^−^ or WT: *Rag1* ^−*/*−^Cre^*+*^ mixed BM chimeras 8–12 weeks post reconstitution. Data are pooled from two independent experiments with a total of 10 mice per group and dotted line represents input chimerism. ****p < 0.0001 determined by Student’s *t*-test followed by Holm–Sidak correction. **c**, **d** Representative expression of CD103 and CD11b by CD45.1^+^ (WT-derived) or CD45.2^+^ (*Tgfbr1* ^fl/fl^-derived) CD11c^+^MHCII^+^CD64^−^ cells from the SILP **c** or MLN **d** of WT:*Rag1* ^−*/*−^Cre^−^ or WT:*Rag1* ^−*/*−^Cre^*+*^ mixed BM chimeras 8–12 weeks post reconstitution. Scatter plots show the frequency of each DC subset of the total DC pool derived from each BM source. Data are pooled from two independent experiments with 10 mice per group. Each symbol represents an individual animal and the horizontal bar represents the mean. ***p < 0.001 and ****p < 0.0001 using one-way ANOVA followed by Bonferroni’s multiple comparisons test

The presence of intact lymphoid organs in the BM chimeric mice allowed us to examine how DC populations in intestinal lymph nodes were affected by the absence of TGFβR1 signalling. As in the mucosa, *Rag1* ^−*/*−^Cre^+^ BM showed a selective defect in the ability to reconstitute CD103^+^CD11b^+^ DCs among the migratory (CD11c^+^MHCII^hi^) population of mesenteric lymph node (MLN) DCs in WT:*Rag1* ^−*/*−^ Cre^+^ chimeric mice compared with recipients of *Rag1* ^−*/*−^Cre^−^ BM (Fig. 4d). Consistently, there was a concomitant overrepresentation of the CD103^−^CD11b^+^ subset of migratory MLN DCs in the recipients of *Rag1* ^−*/*−^Cre^+^ BM, whereas CD103^+^CD11b^−^ MLN DCs were derived equally from *Rag1* ^−*/*−^ Cre^−^ or *Rag1* ^−*/*−^ Cre^+^ BM.

Thus, the defect in intestinal CD103^+^CD11b^+^ DCs in *Rag1* ^−*/*−^ Cre^*+*^ mice is due to cell intrinsic effects of TGFβR1 deficiency.

### TGFβR1 controls a developmental programme in CD11b^+^ DCs

As TGFβ is known to control the expression of CD103 on mucosal T cells^18, 30^, it was possible that the apparent reduction in the CD103^+^CD11b^+^ DC compartment could reflect an isolated failure to express CD103, rather than a more general effect of TGFβR1 deficiency on intestinal DC homeostasis. To distinguish between these ideas, we sought surrogate markers that were not affected by TGFβR1 deficiency and that might allow us to identify cells within the putative CD103^+^CD11b^+^ DC lineage without using CD103 itself. As a first step in this process, we used microarray analysis to compare the transcriptomes of all four of the CD103/CD11b-defined DC subsets from WT small intestine, as this information was not available from existing databases. 

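The arrays covered 5 populations sorted from the LP of WT small intestine: CD103+CD11b+, CD103+CD11b-, CD103-CD11b+ and CD103-CD11b- DCs, and CD64+ mϕ as a comparison. *Itgae*, which encodes CD103, had a log2 signal of 10.38 ± 0.16 (SD, n = 3 arrays) in CD103+CD11b+ DCs and 10.90 ± 0.06 in CD103+CD11b- DCs, against 7.84 ± 0.42 in CD103-CD11b+ DCs, 8.76 ± 0.18 in CD103-CD11b- DCs and 5.09 ± 0.20 in mϕ. *Itgam*, which encodes CD11b, was at 9.56 ± 0.11 in CD103+CD11b+ DCs, 9.53 ± 0.02 in CD103-CD11b+ DCs and 10.24 ± 0.17 in mϕ, and at 4.93 ± 0.16 in CD103+CD11b- DCs and 6.64 ± 0.33 in CD103-CD11b- DCs. *Fcgr1*, which encodes the mϕ marker CD64, was at 8.92 ± 0.21 in mϕ and between 3.83 and 4.8 in the DC subsets, which Fig. 5a labels as CD64-B220-.

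The authors sorted 100000 cells from each population, amplified the RNA and hybridized it to 15 mouse whole-transcript arrays, each of which carries 1 sample. They turned the scans into log2 signals by background correction, quantile normalization and summarization per probeset. These log2 signals were the starting point here. Of the probesets, 21789 carried 1 gene symbol, 1621 carried several and 12146 were not listed in the annotation. As in the paper's methods, only probesets of 1 gene were used and the one with the highest mean stood for its gene, which left 19938 genes. Median log2 signals ran from 4.74 to 4.86 over the arrays, and 7255 to 7547 genes per array exceeded 6. Pearson's r between replicate arrays, computed across genes, which are not independent replicates, was 0.978 at its lowest, in mϕ, and 0.995 at its highest, in CD103+CD11b+ DCs. Genes were compared with limma, using the 9 arrays of the 3 DC subsets that the paper analysed further. A gene passed at a Benjamini-Hochberg adjusted p under 0.01 and a log2 difference over 1 in either direction, the thresholds given with Fig. 5. The paper's statistics section names tests for the paper in general and none for the arrays. The number of arrays, 3 per population, limits the precision of every value.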

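The nearest neighbours among the 5 populations were CD103+CD11b+ and CD103-CD11b+ DCs, whose branches joined at a distance of 0.0119 (1 minus Pearson's r across 19938 genes, average linkage). CD103-CD11b- DCs joined this pair at 0.0183, CD103+CD11b- DCs joined at 0.0278 and CD64+ mϕ came last at 0.0572. The 3 arrays of each population formed a branch of their own. The heights of these branches were 0.00689 for CD103+CD11b+ DCs, 0.00864 for CD103+CD11b- DCs, 0.00836 for CD103-CD11b+ DCs and 0.0121 for CD103-CD11b- DCs, and 0.0196 for mϕ. *Flt3*, the receptor for a DC growth factor, had a log2 signal between 9.47 and 10.09 in the DC subsets and 5.31 ± 0.15 (SD, n = 3) in mϕ, a log2 difference of -4.47 from their mean (SE 0.09, adjusted p = 1.0e-13). Of 20 mϕ markers listed before the data were examined, 18 were higher in mϕ than in the mean of the 4 DC subsets and none was lower (18 adjusted over the list alone), with a median difference of 4.43. The ANOSIM statistic, which compares the ranks of distances between and within populations, was 0.923 (p = 1.0e-05 from 100000 permutations of the arrays over the populations, the smallest p they can give).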

Hierarchical clustering analysis demonstrated that the DC subsets segregated clearly from each other and from CD64^+^ mϕ (Fig. 5a). As before, we excluded the small CD103^−^CD11b^−^ population from this analysis and to visualise the differences between the remaining three DC populations, we plotted each gene in a graph comprising one axis per DC subset placed at a 120° angle to each other, creating a hexagonal ‘Triwise’ plot (Fig. 5b). In these hexagons, the distance of a point from the centre represents the magnitude of upregulation and genes that are upregulated in a particular subset are positioned close to the appropriate axis, whereas those that are shared by two subsets are found between the axes^31, 32^.

**Fig. 5:**
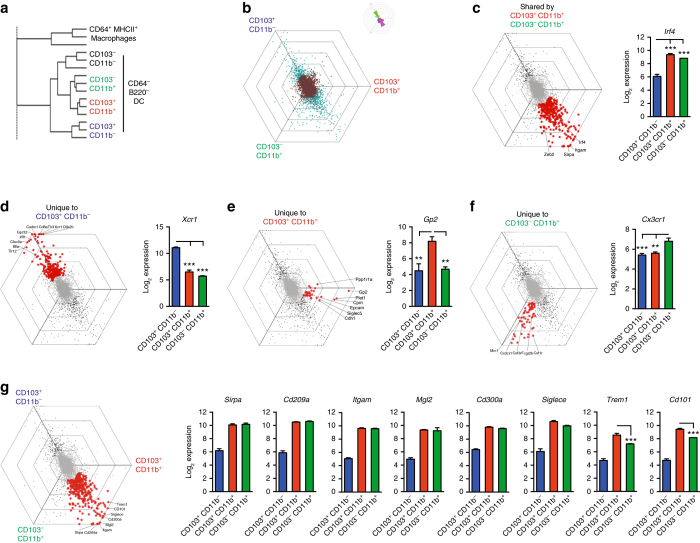
Transcriptional profiling of SILP DC reveals subset-specific markers. **a** Hierarchical clustering of DC subsets and CD64^+^MHCII^+^ macrophages from the SILP of WT mice based on microarray profiles. **b** Hexagonal ‘Triwise’ plot displaying all arrayed genes with differentially expressed genes (adj. *p*-value < 0.01, logFC > 1 or < 1) depicted in *cyan* and non-differentially expressed genes shown in *brown*. Each grid line represents a log2 fold change. Rose plots show the percentage of genes falling in each vectorial direction. **c** Triwise plot highlighting genes differentially expressed (adj. *p*-value < 0.01, logFC > 1 or < 1) by CD103^+^CD11b^*+*^ DC and CD103^−^CD11b^*+*^ DC and not CD103^+^CD11b^−^ DC (*left*) and bar chart of *Irf4* expression by DC subsets (*right*). Bars represent the mean + SEM Log_2_ expression values of three biological replicates. **d**–**f** Triwise plots highlighting genes differentially expressed (adj. *p*-value 0.01, LogFC > 1 or < 1) by CD103^+^CD11b^−^ DC **d**, CD103^+^CD11b^*+*^ DC **e** and CD103^−^CD11b^*+*^ DC **f** (*left panels*) and mean + SEM Log_2_ expression values of *Xcr1*, *Gp2* and *Cx3cr1* by DC subsets (*right panels*). **g** Triwise plots depicting the genes that are most differentially expressed by CD103^+^CD11b^*+*^ and CD103^−^CD11b^*+*^ DC subsets compared with CD103^+^CD11b^−^ DC (*left*); mean + SEM Log_2_ expression values of these genes (*right*)

This analysis revealed that the most differentially expressed genes segregated into two main groups, one of which was associated selectively with CD103^+^CD11b^−^ DCs, whereas the other contained genes that were shared by CD103^−^CD11b^+^ and CD103^+^CD11b^+^ DCs (Figs. 5b, c). 

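Set against CD103+CD11b- DCs, 389 of 19938 genes were higher and 264 were lower in CD103+CD11b+ DCs, and 403 were higher and 259 lower in CD103-CD11b+ DCs. In both comparisons together, 272 genes were higher in both CD11b+ subsets and 192 were lower in both. The inhibitory receptor gene *Cd33* was higher than in CD103+CD11b- DCs by 4.53 in CD103+CD11b+ DCs and 3.74 in CD103-CD11b+ DCs on the log2 scale. The differences were 3.64 and 3.96 for *Fcer1g*, which encodes the signalling chain of Fc receptors, and 4.46 and 3.96 for the chemokine receptor gene *Ccr1*. Of 26 measured Siglec, CD300, LILR, PILR and TREM receptors, 17 were higher in CD103+CD11b+ DCs and 16 in CD103-CD11b+ DCs and none was lower in either (17 and 16 adjusted over the list alone). By camera, a test of a list against all other genes, the list was higher in both comparisons (adjusted p = 2.7e-21 and 1.0e-20).

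Of 27 C-type lectin receptors, 12 were higher and 4 lower in CD103+CD11b+ DCs, and 16 were higher and 4 lower in CD103-CD11b+ DCs (the same counts adjusted over the list alone). Their camera adjusted p was 1.9e-07 and 2.6e-09, and the first became adjusted p = 0.0947 with an estimated correlation between genes. Of 24 T cell polarising cytokines and costimulators, 8 were higher and 2 lower in either subset (8 and 2 adjusted over the list alone, camera adjusted p = 4.3e-04 and 3.8e-04). They included the inflammatory cytokine genes *Il1b*, by 2.53 and 2.61, and *Il1a*, by 2.63 and 2.23, as higher genes, and *Il12b*, a subunit of IL-12, as a lower gene with -2.31 and -1.85. Of 22 interferon-stimulated genes, 9 were higher and 2 lower in CD103+CD11b+ DCs, and 10 were higher and none lower in CD103-CD11b+ DCs (the same adjusted over the list alone). The interferon-stimulated list had a camera adjusted p of 3.9e-07 and 1.6e-09, and the first became adjusted p = 0.0947 with an estimated correlation. Other lists differed in part. Of 20 mϕ markers, 3 were higher in CD103+CD11b+ and 11 in CD103-CD11b+ DCs, and none was lower (median log2 difference 0.42 and 1.4). The medians were 0 and -0.81 for 22 epithelial markers, and 0.39 and 0.43 for 18 immediate early and heat shock genes. The epithelial list did not differ in CD103+CD11b+ DCs (camera adjusted p = 0.666). With an estimated correlation, the mϕ list had an adjusted p of 0.226 and 0.0478. The epithelial list then had 0.146 in CD103-CD11b+ DCs, and the immediate early and heat shock list 0.507 and 0.278. Whether these markers and genes bear on the lists above was not tested. Each list was also tested with fry, which does not compare it with other genes. In CD103+CD11b+ DCs the fry adjusted p was 2.3e-05 for C-type lectins and 1.4e-04 for interferon-stimulated genes. It was 0.00664 for the mϕ list and 0.0633 for the immediate early and heat shock list.

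Over the 3 pairwise comparisons, 863 genes passed at least once. Placed by direction on axes 120 degrees apart, within 30 degrees, 397 of them (46.0%) lay between the CD11b+ axes and 276 (32.0%) along the CD103+CD11b- axis. Another 76 (8.8%) lay along the CD103-CD11b+ axis, 53 (6.1%) along the CD103+CD11b+ axis, and 33 and 28 on either side of the CD103+CD11b- axis. More than 3 log2 units from the centre there were 63 genes, 37 of them between the CD11b+ axes and 18 along the CD103+CD11b- axis. Both comparisons use the same 3 CD103+CD11b- arrays. In 100 simulations of unchanged populations no gene passed in both, and independent lists of these sizes would share 7.9 higher and 3.4 lower genes. The correlation of both log2 differences across genes was 0.86, against 0.50 in the simulations. Against the log2 threshold itself (limma's treat), 92 genes were higher in both CD11b+ subsets and 57 lower in both. The covariance of both log2 differences was 0.157, against 0.008 on average and at most 0.009 in the simulations. Across all genes, this argues against the shared arrays as the main source. The CD103+CD11b- arrays were too few to be divided between the comparisons, so a small part of the excess may come from the shared arrays.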

CD103^+^CD11b^−^ DCs expressed a number of genes that characterise cDC1 cells in other tissues, including *Xcr1*, *Irf8*, *Cd8a*, *Clec9a*, *Cadm1* and *Btla* (Fig. 5d and Supplementary Table 1)^9, 11, 33, 34^. 

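*Xcr1*, a chemokine receptor of cross-presenting DCs, had a log2 signal of 11.02 ± 0.10 (SD, n = 3) in CD103+CD11b- DCs, 6.32 ± 0.42 in CD103+CD11b+ DCs and 5.65 ± 0.11 in CD103-CD11b+ DCs. *Irf8*, the transcription factor on which cDC1 development depends, was at 11.54 ± 0.22, 7.48 ± 0.35 and 7.85 ± 0.12 in the same order. *Clec9a*, a receptor for dead cells, was at 10.49 ± 0.17, 5.8 ± 0.45 and 6.52 ± 0.07. Of 19 measured cDC1 markers, 16 were lower in CD103+CD11b+ DCs and 17 in CD103-CD11b+ DCs than in CD103+CD11b- DCs and none was higher (16 and 17 adjusted over the list alone). Their median log2 difference was -3.45 and -3.34 (camera adjusted p = 8.5e-37 and 2.3e-37, and 0.00618 and 0.00652 with an estimated correlation). The list was drawn from textbook knowledge and the paper, whose Supplementary Table 1 was chosen on these arrays. Its counts are therefore not fully independent evidence. For *Xcr1* the log2 difference was -4.70 in CD103+CD11b+ DCs (SE 0.17, adjusted p = 3.1e-08) and -5.37 in CD103-CD11b+ DCs (adjusted p = 1.4e-08). The differences for *Irf8* were -4.05 (SE 0.17, adjusted p = 5.6e-08) and -3.68. *Clec9a* gave -4.69 and -3.96. *Cadm1*, an adhesion molecule, gave -3.76 and -3.83, and *Btla*, an inhibitory receptor, gave -2.91 and -2.56. *Cd8a*, the CD8α chain, gave -3.45 and -3.67, from 8.76 ± 0.21 in CD103+CD11b- DCs. Also among the genes higher in CD103+CD11b- DCs than in both CD11b+ subsets was *Tlr3*, the receptor for double-stranded RNA, with -3.74 and -4.22. *Tlr12*, a receptor for profilin, gave -3.79 and -3.00, and the orphan receptor gene *Gpr33* gave -4.40 and -4.59. *Batf3*, another transcription factor of cDC1, was at 9.5 ± 0.04 in CD103+CD11b- DCs, 9.13 ± 0.28 in CD103+CD11b+ DCs and 9.35 ± 0.14 in CD103-CD11b+ DCs. It was named after its values were seen and did not pass in either comparison (adjusted p = 0.0925 and 0.506).

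Some of these genes had a high signal outside CD103+CD11b- DCs. In CD64+ mϕ, *Irf8* was at 9.42 ± 0.33, *Cadm1* at 8.73 ± 0.83 and *Tlr12* at 10.22 ± 0.87. Of the 229 genes of Supplementary Table 1 that could be matched to a probeset of their own, all 229 were higher in CD103+CD11b- DCs than in both CD11b+ subsets by their means, and 179 were among the 192 that passed. The study chose that table on these arrays, so the overlap is not independent evidence.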

The CD11b-expressing subsets of intestinal DC segregated relatively closely together in the hexagonal analysis and shared several genes typical of the conventional DC subset 2 (cDC2) lineage, including the transcription factors *Zeb2* ^32^ and *Irf4* ^6, 15, 35^, as well as *Sirpa* ^12^ (Fig. 5b and Supplementary Table 2). Nevertheless, a number of genes were also differentially expressed by the CD103^−^CD11b^+^ and CD103^+^CD11b^+^ subsets, indicating that CD103 is not the only marker that distinguishes these populations (Figs. 5e, f). 

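*Irf4*, a transcription factor needed by cDC2, had a log2 signal of 9.34 ± 0.19 (SD, n = 3) in CD103+CD11b+ DCs and 8.75 ± 0.05 in CD103-CD11b+ DCs, against 6.05 ± 0.28 in CD103+CD11b- DCs. *Zeb2*, a transcriptional repressor, was at 6.69 ± 0.13, 7.56 ± 0.04 and 4.79 ± 0.26 in the same order. *Sirpa*, the receptor for CD47, was at 9.96 ± 0.16, 10.06 ± 0.14 and 6.07 ± 0.28. Of 17 cDC2 markers, 12 were higher than in CD103+CD11b- DCs in either CD11b+ subset and none was lower (12 and 12 adjusted over the list alone), with a median log2 difference of 2.75 in CD103+CD11b+ DCs and 2.77 in CD103-CD11b+ DCs (camera adjusted p = 1.4e-19 and 1.2e-19). Against CD103+CD11b- DCs, *Irf4* differed by 3.29 in CD103+CD11b+ DCs (SE 0.14, adjusted p = 6.1e-08) and 2.70 in CD103-CD11b+ DCs (adjusted p = 2.8e-07), *Zeb2* by 1.9 (SE 0.12, adjusted p = 1.5e-06) and 2.77 (adjusted p = 1.1e-07), and *Sirpa* by 3.89 (SE 0.14, adjusted p = 3.1e-08) and 3.99. *Cd7*, a glycoprotein of lymphoid and myeloid cells, gave 3.45 and 3.88, and *Clec10a*, a galactose-binding lectin, gave 2.75 and 3.78. With an estimated correlation the cDC2 list had an adjusted p of 0.00618 and 0.00652. It too was drawn from textbook knowledge and the paper, so its counts are not fully independent evidence.

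Between the CD11b+ subsets, *Sirpa* differed by -0.10 (adjusted p = 0.860), *Irf4* by 0.60 (adjusted p = 0.0484) and *Zeb2* by -0.86 (adjusted p = 0.00341, short of the log2 threshold). Of the 17 cDC2 markers, *Clec4a4*, an inhibitory lectin, was higher in CD103+CD11b+ DCs and none was lower (1 higher and 1 lower adjusted over the list alone). *Zeb2* and *Sirpa* were also high in CD64+ mϕ, at 9.53 ± 0.03 and 11.05 ± 0.09. Of 303 matched genes of Supplementary Table 2, which the study chose on these arrays, 242 were among the 272 that passed in both subsets.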

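CD103+CD11b+ and CD103-CD11b+ DCs differed in 107 genes, 46 of them higher and 61 lower in CD103+CD11b+ DCs. *Itgae* was higher in CD103+CD11b+ DCs by 2.54 on the log2 scale (SE 0.17, adjusted p = 7.1e-05). Other genes higher in CD103+CD11b+ DCs were *Cpm*, a membrane carboxypeptidase, by 2.54 (SE 0.25), *Serpinb6b*, a protease inhibitor, by 1.82 (SE 0.09), and *Cd209b*, a C-type lectin, by 1.74 (SE 0.17). Lower in CD103+CD11b+ DCs were *Ccr2*, the receptor that draws monocytes out of bone marrow, with -3.29 (SE 0.26, adjusted p = 1.1e-04), *Tgfbi*, an extracellular matrix gene induced by TGFβ, with -2.80 (SE 0.19), and *Il22ra2*, the soluble inhibitor of IL-22, with -2.37 (SE 0.34).

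Of 27 C-type lectin receptors, 5 were higher and 3 lower in CD103+CD11b+ DCs (5 and 4 adjusted over the list alone), among them *Cd209b* and *Clec4a3*, an inhibitory lectin, with -1.55. Of 28 chemokines and chemokine receptors, 4 were lower and none was higher (4 adjusted over the list alone), including *Ccl6* with -1.52 and *Ccl9* with -1.44, both ligands of *Ccr1*. The chemokine list had a camera adjusted p of 3.3e-06 and an adjusted p = 0.0937 with an estimated correlation. By fry its adjusted p was 0.00383. Of 24 T cell polarising cytokines and costimulators, 2 were lower and none higher (2 adjusted over the list alone), *Il22ra2* and the costimulator gene *Tnfsf9* with -1.57. Of 17 TGFβ target genes, *Itgae* was higher and *Tgfbi* lower, and the other members did not pass. Among 25 TGFβ ligands, receptors and SMADs, limma called none, with 2 lower at an unadjusted p under 0.05 and none by the methods' *t*-test at that p.

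Markers of other cells moved with this comparison. The 22 epithelial markers had a median log2 difference of 0.79 between CD103+CD11b+ and CD103-CD11b+ DCs, and limma called none of them (7 higher adjusted over the list alone, 19 higher at an unadjusted p under 0.05, and 10 by the methods' *t*-test). Their camera adjusted p was 5.0e-21, and adjusted p = 0.147 with an estimated correlation. By fry their adjusted p was 0.0321. *Ctrb1*, which encodes the pancreatic enzyme chymotrypsinogen, ran from 4.62 to 11.74 over the arrays. Without the array richest in pancreatic RNA of each population, which leaves 2 arrays each, 10 genes passed. Without CD103-CD11b+ replicate 3 there were 59, and 66 without CD103+CD11b+ replicate 1, and the call on *Il22ra2* ended in either case. Against the log2 threshold itself (limma's treat) 9 genes passed, *Itgae*, *Serpinb6b*, *Ccr2*, *Tgfbi*, *S100a4*, *Dab2*, *C1qa*, *C1qb* and *C1qc*, and the methods' *t*-test left 6 at an adjusted p under 0.05. From the differences between these subsets, the paper reasons that CD103 is not the sole marker that separates them.

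**Figure D1:**
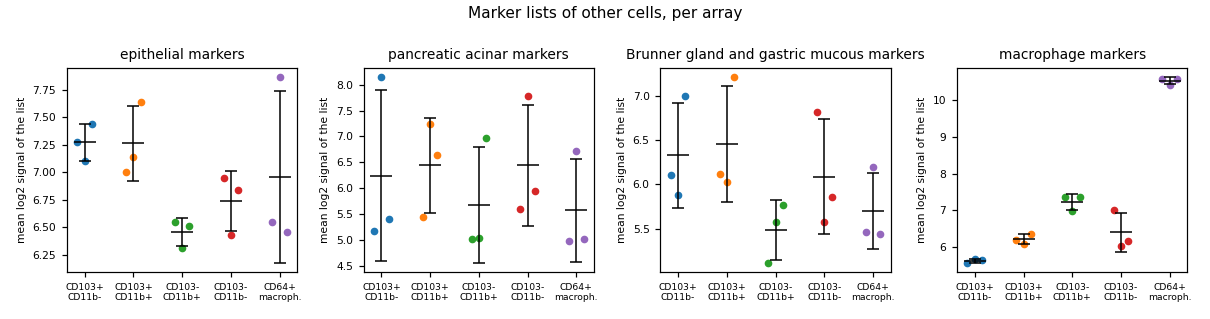
Mean log2 signal of the epithelial, pancreatic acinar, Brunner gland and gastric mucous, and mϕ marker lists on each of the 15 arrays, by population (points are replicates 1 to 3). The mϕ list is highest in CD64+ mϕ, between 10.43 and 10.60, and the epithelial list is lower in CD103-CD11b+ DCs, between 6.31 and 6.55, than in CD103+CD11b+ DCs, between 7.00 and 7.64.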

Using the hexagonal analysis approach, 61 genes were found to be expressed at significantly higher levels by CD103^−^CD11b^+^ DCs, including *Cx3cr1*, *Csf1r* and *S100a4* (Fig. 5f and Supplementary Table 3). Conversely, 31 genes were expressed at significantly higher levels by the CD103^+^CD11b^+^ DC subset, including *Gp2*, *Cdh1* (encoding E-cadherin), *Siglecv* (encoding SiglecF) and *Epcam* (Fig. 5e and Supplementary Table 4). 

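*S100a4*, a calcium-binding protein, had a log2 signal of 10.47 ± 0.25 (SD, n = 3) in CD103-CD11b+ DCs, 7.50 ± 0.15 in CD103+CD11b+ DCs and 6.61 ± 0.51 in CD103+CD11b- DCs. *Csf1r*, the receptor for a mϕ growth factor, was at 8.70 ± 0.35, 6.97 ± 0.23 and 5.08 ± 0.26 in the same order. *Cx3cr1*, the fractalkine receptor, was at 6.44 ± 0.33, 5.1 ± 0.27 and 4.99 ± 0.21. CD103+CD11b+ DCs minus CD103-CD11b+ DCs gave a log2 difference of -2.98 for *S100a4* (SE 0.22, adjusted p = 8.0e-05), -1.74 for *Csf1r* (SE 0.19, adjusted p = 6.6e-04) and -1.34 for *Cx3cr1* (SE 0.18, adjusted p = 0.00254). In all, 45 genes were higher in CD103-CD11b+ DCs than in both CD103+CD11b+ and CD103+CD11b- DCs.

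Several of these genes had a higher signal in mϕ. Of 20 mϕ markers, 8 were lower in CD103+CD11b+ than in CD103-CD11b+ DCs and none was higher (9 lower and 1 higher adjusted over the list alone), with a median log2 difference of -0.56. The list had a camera adjusted p of 9.6e-16, and adjusted p = 0.0937 with an estimated correlation. The differences were -3.29 for *C1qb* (SE 0.28, adjusted p = 1.8e-04), -3.14 for *C1qc* and -2.73 for *C1qa*, which encode complement C1q, and -2.06 for the mannose receptor gene *Mrc1*. *C1qb* was at 8.96 ± 0.24 in CD103-CD11b+ DCs and 11.89 ± 0.58 in mϕ, *Csf1r* at 11.71 ± 0.32 in mϕ and *Cx3cr1* at 10.79 ± 0.30. *S100a4* differed from these, with 6.85 ± 0.29 in mϕ, below CD103-CD11b+ DCs. Of 15 complement and Fc receptor genes, 4 were lower in CD103+CD11b+ DCs and none was higher (5 lower adjusted over the list alone), and their adjusted p = 0.0937 with an estimated correlation. By fry, the mϕ list and the complement and Fc receptor list each had an adjusted p of 0.00383.

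Of the 59 matched genes of Supplementary Table 3, which the study chose on these arrays, 31 were among the 45. By their means, all 59 were higher in CD103-CD11b+ DCs than in CD103+CD11b+ and CD103+CD11b- DCs. By direction on the hexagonal plot, which asks for a pass in 1 of the comparisons, 76 genes fell to CD103-CD11b+ DCs, with 47 of the 59 among them. The 45 became 28 without CD103-CD11b+ replicate 3 or without CD103+CD11b+ replicate 1, and 5 without the arrays richest in pancreatic RNA. *Cx3cr1* no longer passed against CD103+CD11b+ DCs without CD103+CD11b+ replicate 1 or replicate 2.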

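*Gp2*, a glycoprotein known from pancreatic zymogen granules and M cells, had a log2 signal of 8.00 ± 0.50 (SD, n = 3) in CD103+CD11b+ DCs, 4.37 ± 0.26 in CD103-CD11b+ DCs and 4.27 ± 0.91 in CD103+CD11b- DCs. *Cdh1* was at 9.00 ± 0.27, 7.63 ± 0.07 and 6.82 ± 0.19 in the same order, and *Siglecf*, the gene of the inhibitory receptor SiglecF, at 7.25 ± 0.07, 5.91 ± 0.29 and 5.17 ± 0.17. *Epcam*, an epithelial adhesion molecule, was at 8.26 ± 0.06, 7.52 ± 0.29 and 7.16 ± 0.22. Between CD103+CD11b+ and CD103-CD11b+ DCs the log2 difference was 3.63 for *Gp2* (SE 0.38, adjusted p = 6.1e-04), 1.38 for *Cdh1* (SE 0.14, adjusted p = 4.4e-04), 1.34 for *Siglecf* (SE 0.14, adjusted p = 5.0e-04) and 0.74 for *Epcam* (SE 0.15, adjusted p = 0.0222). Against CD103+CD11b- DCs it was 3.73 for *Gp2*, 2.18 for *Cdh1*, 2.08 for *Siglecf* and 1.10 for *Epcam* (adjusted p = 3.7e-04), and the call on *Epcam* ended without CD103+CD11b- replicate 2. *Plet1*, a surface protein of epithelial progenitors, was higher than in CD103-CD11b+ DCs by 2.46 (SE 0.25, adjusted p = 4.6e-04), with 11.62 ± 0.27 in CD103+CD11b+ DCs and 10.37 ± 0.32 in CD103-CD11b- DCs. *Ppp1r1a*, a phosphatase inhibitor, was higher by 1.9 (SE 0.16).

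In all, 27 genes were higher in CD103+CD11b+ DCs than in both CD103-CD11b+ and CD103+CD11b- DCs. Of the 31 matched genes of Supplementary Table 4, which the study chose on these arrays, 17 were among the 27 and 14, *Epcam* among them, were not. By their means, all 31 were higher in CD103+CD11b+ DCs than in CD103-CD11b+ and CD103+CD11b- DCs. By direction on the hexagonal plot, which asks for a pass in 1 of the comparisons, 53 genes fell to CD103+CD11b+ DCs, and all 31 of that table, *Epcam* included, were among them. Between CD103+CD11b+ and CD103+CD11b- DCs the epithelial markers had a median log2 difference of 0.00, and the keratin gene *Krt8* was at 9.2 ± 0.36 in CD103+CD11b+ DCs, 9.03 ± 0.26 in CD103+CD11b- DCs and 8.16 ± 0.23 in CD103-CD11b+ DCs. On the arrays of CD103+CD11b+ DCs *Gp2* was at 8.48, 8.04 and 7.47, while *Ctrb1*, a pancreatic gene, was at 6.84, 10.75 and 10.09. The 27 became 13 without CD103-CD11b+ replicate 3, and no gene was left without the arrays richest in pancreatic RNA (37 at an unadjusted p under 0.05 from limma).

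**Figure D2:**
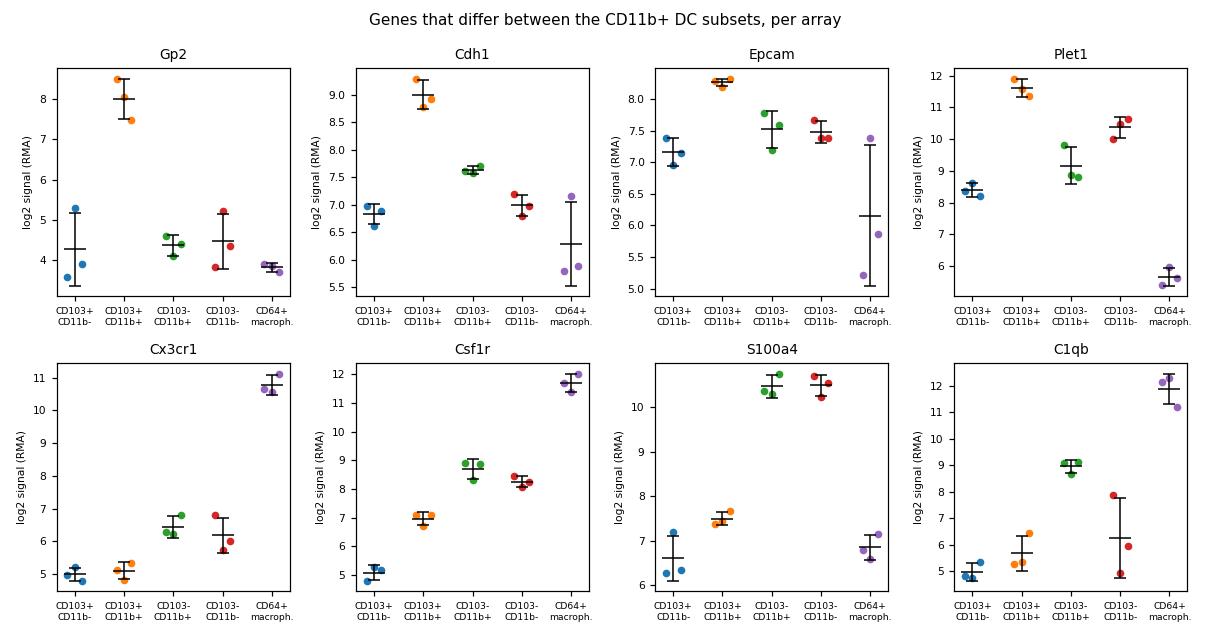
Log2 signals of *Gp2*, *Cdh1*, *Epcam*, *Plet1*, *Cx3cr1*, *Csf1r*, *S100a4* and *C1qb* on each of the 15 arrays, by population (points are replicates 1 to 3, black bars the mean ± SD, n = 3). *Gp2* is above 7 in CD103+CD11b+ DCs alone, and *C1qb* is highest in CD64+ mϕ.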

We attempted to exploit these markers for identifying the CD103^+^CD11b^+^ lineage by flow cytometry, but could not detect surface expression of E-cadherin or GP2 reliably. In addition, none of commercial antibodies against SiglecF or EpCAM permitted adequate discrimination of CD103^+^CD11b^+^ DCs from CD103^−^CD11b^+^ DCs, limiting their usefulness (Supplementary Fig. 4).

To overcome this issue, we extended our analysis of the microarray data to include genes that, although shared by CD103^+^ and CD103^−^ CD11b-expressing DCs, were the most differentially expressed compared with the CD103^+^CD11b^−^ subset (and therefore fall on the outermost ring of the hexagonal plot in the region between the CD103^+^CD11b^+^ and CD103^−^CD11b^+^ axes). This generated an additional 34 genes (Fig. 5g and Supplementary Table 6), of which 18 encoded cell surface markers (Supplementary Table 5). 

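The genes on the outer ring lay between the axes of CD103+CD11b+ and CD103-CD11b+ DCs and included receptors, lectins and enzymes of myeloid cells. Of the 35 entries in the paper's table, 34 could be matched to a probeset of their own, and all 34 passed as higher in both CD11b+ subsets than in CD103+CD11b- DCs. Their distance from the centre was at least 3.04 log2 units, with a median of 3.53, and 31 of them were among the 34 farthest of the 272 shared genes. *Tmem273*, a transmembrane protein, was higher than in CD103+CD11b- DCs by 4.56 in CD103+CD11b+ DCs and 4.01 in CD103-CD11b+ DCs. *Cybb*, the catalytic subunit of the phagocyte oxidase, was higher by 3.91 and 4.26, and *Pilra*, an inhibitory receptor, by 3.78 and 2.84. The paper marks 18 of the entries as cell surface markers. As the study chose these genes on the same arrays, their direction is not independent evidence.

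Between the CD11b+ subsets, 4 of the 34 were higher in CD103+CD11b+ DCs and 1 was lower. *Cd209c*, a C-type lectin, was higher by 1.26 (SE 0.18, adjusted p = 0.00315) and *Clec4a4*, an inhibitory lectin, by 1.15 (SE 0.19, adjusted p = 0.00729). *Plaur*, the urokinase receptor, was lower with -1.17 (SE 0.17, adjusted p = 0.00388). The call on *Cd209c* ended without any 1 of the CD103-CD11b+ replicates, and those on *Clec4a4* and *Plaur* under most of the leave-outs.

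**Figure D3:**
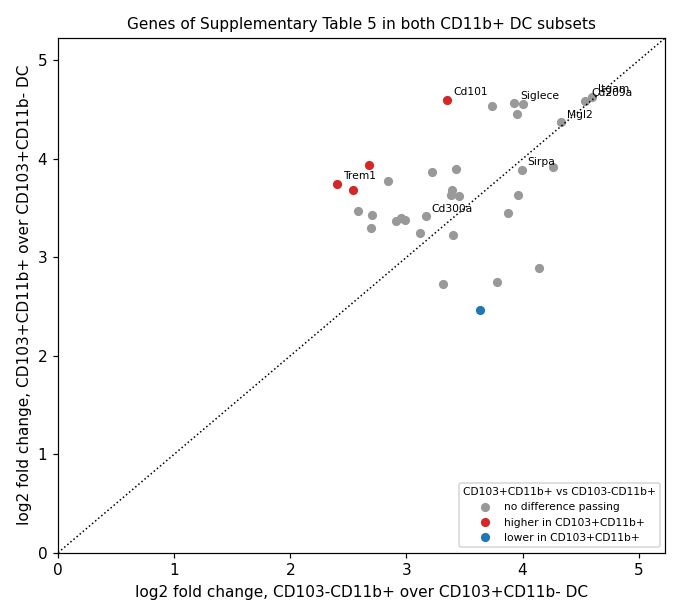
Log2 difference from CD103+CD11b- DCs of the 34 matched outer-ring genes in CD103-CD11b+ DCs (horizontal) and CD103+CD11b+ DCs (vertical). Red points are the 4 genes higher in CD103+CD11b+ than in CD103-CD11b+ DCs and the blue point is *Plaur*, which was lower.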

Commercial antibodies were available to analyse eight of these by flow cytometry *(Mgl2*, *Siglece*, *Sirpa*, *Itgam*, *Cd300a*, *Cd209a*, *Trem1* and *Cd101)*, but *Cd101* and *Trem1* showed clear differential expression between CD103^+^ and CD103^−^ CD11b-expressing DCs at the RNA level, suggesting that they might be useful as surrogate markers (Fig. 5g). 

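*Cd101*, an inhibitory immunoglobulin-like receptor, had a log2 signal of 9.2 ± 0.20 (SD, n = 3) in CD103+CD11b+ DCs, 7.96 ± 0.03 in CD103-CD11b+ DCs, 4.60 ± 0.14 in CD103+CD11b- DCs, 5.25 ± 0.17 in CD103-CD11b- DCs and 4.66 ± 0.15 in mϕ. *Trem1*, an activating receptor of myeloid cells, was at 8.45 ± 0.32, 7.10 ± 0.15, 4.7 ± 0.23, 6.95 ± 0.11 and 5.14 ± 0.20 in the same order. CD103+CD11b+ DCs exceeded CD103-CD11b+ DCs by 1.25 for *Cd101* (SE 0.11, adjusted p = 2.0e-04) and by 1.35 for *Trem1* (SE 0.16, adjusted p = 0.00151). Against CD103+CD11b- DCs, *Cd101* was higher by 4.60 in CD103+CD11b+ DCs and 3.35 in CD103-CD11b+ DCs, and *Trem1* by 3.75 and 2.40, so both genes were also higher in CD103-CD11b+ DCs than in CD103+CD11b- DCs. The other 6 markers, *Sirpa* among them, did not pass between the CD11b+ subsets. The log2 difference was 0.04 for *Mgl2*, a galactose-binding lectin (adjusted p = 0.960), 0.64 for *Siglece*, an inhibitory receptor (adjusted p = 0.107), 0.03 for *Itgam* (adjusted p = 0.949) and 0.25 for *Cd300a*, another inhibitory receptor (adjusted p = 0.172). *Cd209a*, the mouse DC-SIGN, was at 10.70 ± 0.04 in CD103+CD11b+ DCs and 10.65 ± 0.10 in CD103-CD11b+ DCs. Against CD103+CD11b- DCs, the 4 genes *Mgl2*, *Siglece*, *Cd300a* and *Cd209a* were higher in CD103+CD11b+ DCs by 4.37, 4.56, 3.42 and 4.59. The call on *Trem1* between the CD11b+ subsets ended without CD103-CD11b+ replicate 3 (1.32), and that on *Cd101* held without any 1 replicate.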

Flow cytometry showed that surface expression of TREM1 was restricted to the CD103^+^CD11b^+^ subset of SILP DCs and was present on most of these cells, as was CD101 (Fig. 6a and Supplementary Fig. 5). However, CD101 was also expressed by a fraction of CD103^−^CD11b^+^ DCs, but not by CD103^+^CD11b^−^ DCs. Similar to CD103, the expression of TREM1 by CD11b^+^ SILP DCs was TGFβR dependent, as it was markedly reduced in *Rag1* ^−*/*−^Cre^+^ mice compared with *Rag1* ^−*/*−^Cre^−^ mice (Fig. 6b). Siglec F expression by these DCs followed a similar pattern (Fig. 6b). In contrast, CD101 expression was relatively unaffected by TGFβR1 deficiency (Fig. 6b), with SILP DCs from *Rag1* ^−*/*−^Cre^+^ mice and Cre^−^ littermates containing equivalent proportions and absolute numbers of total CD101^+^ DCs (Fig. 6c). Total CD101^+^ DCs were also derived equally from *Rag1* ^−*/*−^Cre^−^ and *Rag1* ^−*/*−^Cre^+^ marrow in mixed BM chimeric mice (Fig. 6d).

**Fig. 6:**
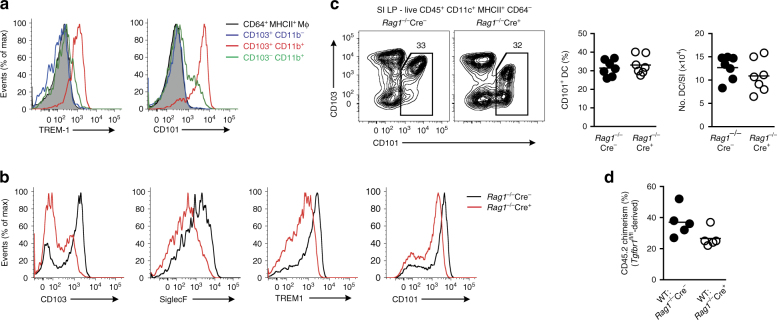
CD101 and TREM1 are surrogate markers for intestinal CD103^+^ CD11b^+^ DC. **a** Representative expression of TREM1 and CD101 by DC subsets and CD64^+^MHCII^+^ macrophages from SILP of *Rag1* ^−*/*−^Cre^−^ mice. **b** Representative expression of CD103, SiglecF, TREM1 and CD101 by total CD11b^+^ DC from the SILP of *Rag1* ^−*/*−^Cre^−^ or *Rag1* ^−*/*−^Cre^*+*^ mice. **c** Representative expression of CD103 and CD101 by total CD11c^+^MHCII^+^CD64^−^ DC (*left*) and the frequency and absolute numbers of CD101^+^ DC in the SILP of *Rag1* ^−*/*−^Cre^−^ or *Rag1* ^−*/*−^Cre^*+*^ mice. Data are pooled from two independent experiments with seven mice per group. **d** Proportion of CD45.2^+^ *Tgfbr1* ^fl/fl^-derived cells among CD101^+^ DC from WT:*Rag1* ^−*/*−^Cre^−^ or WT: *Rag1* ^−*/*−^Cre^*+*^ mixed BM chimeras 8–12 weeks post reconstitution. Data are from one of two independent experiments with five mice per group

Thus, the definitive phenotypic signature of intestinal CD103^+^CD11b^+^ DC requires the TGFβR1.

### Functional effects of TGFβR1 deficiency in intestinal DCs

Depending on the experimental system, CD103^+^CD11b^+^ DCs have been implicated in the generation of both Th17 cells and FoxP3^+^ Treg^6, 15, 35–38^. Thus, we assessed whether TGFβR1-mediated deficiency in this DC lineage resulted in functional defects in T cells. To examine Treg priming in vivo, we transferred naïve ovalbumin (OVA)-specific OTII CD4^+^ T cells into *Rag1* ^−*/*−^Cre^−^ → WT and *Rag1* ^−*/*−^ Cre^*+*^ → WT BM chimeric mice and assessed the induction of FoxP3-expressing cells in MLN 4 days after oral administration of OVA (Fig. 7a). Notably, there were significantly fewer OVA-specific FoxP3^+^ Treg in the MLNs of *Rag1* ^−*/*−^Cre^+^ → WT chimeras compared with *Rag1* ^−*/*−^Cre^−^ → WT chimeras (Fig. 7b). As both CD103^+^CD11b^+^ and CD103^+^CD11b^−^ DCs have been shown to be able to induce Treg differentiation, we next assessed the relative capabilities of these subsets in vitro. Purified small intestinal CD101^+^ DCs or CD103^+^CD11b^−^ DCs from *Rag1* ^−*/*−^Cre^−^ or *Rag1* ^−*/*−^Cre^+^ mice were loaded with OVA peptide and co-cultured with CFSE-labelled naive OTII CD4^+^ T cells. Both DC subsets, irrespective of the presence or absence of TGFβR1, induced T-cell proliferation, as measured by CFSE dilution (Fig. 7f). However, whereas CD103^+^CD11b^−^ DCs from *Rag1* ^−*/*−^Cre^−^ and *Rag1* ^−*/*−^Cre^+^ mice induced equivalent levels of antigen-specific FoxP3^+^ Treg, TGFβR1-deficient CD101^+^ DCs induced 50% fewer FoxP3^+^ Treg when compared with CD101^+^ DCs from *Rag1* ^−*/*−^Cre^−^ littermates (Fig. 7g).

**Fig. 7:**
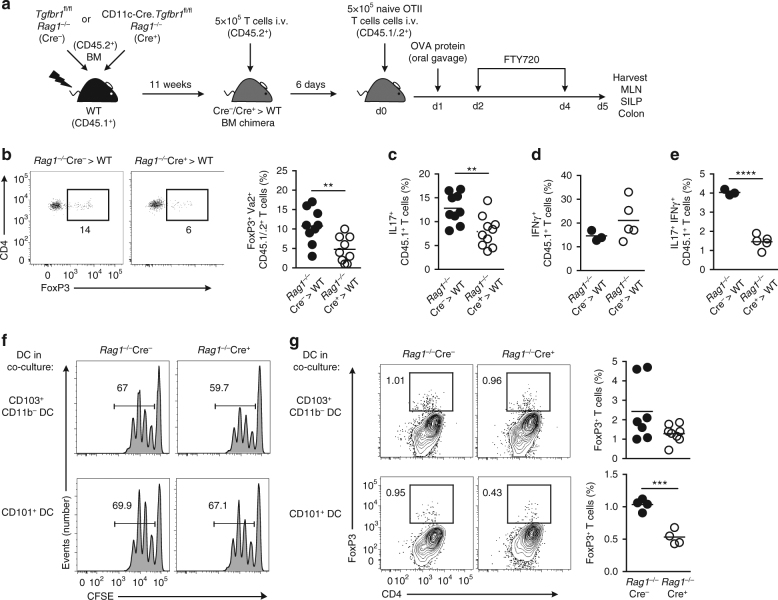
TGFβR1 signalling is required for induction of regulatory T cells by DC in vivo and in vitro. **a** Experimental scheme for induction of Tregs in vivo. **b** Representative expression of FoxP3^+^ by adoptively transferred OTII T cells (Vα2^+^CD45.1^+^CD45.2^+^) from MLN of *Rag1* ^−*/*−^Cre^−^ → WT or *Rag1* ^−*/*−^Cre^+^ → WT BM chimeric mice 4 days after oral administration of 50 mg OVA (*left panels*). Scatterplot shows the frequency of FoxP3^+^ T cells among all Vα2^+^CD45.1^+^CD45.2^+^ T cells (*right panel*). Each symbol represents an individual animal and the *horizontal bar* represents the mean. Data are pooled from two independent experiments with nine mice per group. **c**–**e** Frequency of IL17A^+^ **c**, IFNγ^+^ **d** and IL17A^+^IFNγ^+^ **e** T cells among CD45.1^+^ (residual host) T cells from the SILP of *Rag1* ^−*/*−^Cre^−^ → WT or *Rag1* ^−*/*−^Cre^+^ → WT BM chimeric mice. Data are pooled from two independent experiments with nine mice per group **c** or from one experiment with three (*Rag1* ^−*/*−^Cre^−^ → WT) or 5 (*Rag1* ^−*/*−^Cre^*+*^ → WT) mice per group **d**, **e**. **p < 0.01 and ****p < 0.0001 determined by Student’s *t*-test. CFSE profile **f** and expression of FoxP3 **g** of CD4^+^ OTII T cells after 3.5 days of co-culture with FACS-purified CD103^+^CD11b^−^ DC or CD101^+^ DC from SILP of *Rag1* ^−*/*−^Cre^−^ or *Rag1* ^−*/*−^Cre^*+*^ mice in the presence of 0.5 μg ml^−1^ OVA 323–339 peptide. Data are pooled from at least four individual experiments, with each symbol representing a biological replicate and the horizontal bar representing the mean. ***p < 0.001 determined by Student’s *t*-test

Feeding OVA alone does not induce high frequencies of effector T cells in vivo^35^. However, residual endogenous T cells were present in our chimeric mice and analysis of these cells showed a significant reduction in the numbers of IL-17A-producing CD4^+^ T cells in the small intestinal mucosa of *Rag1* ^−*/*−^Cre^+^ → WT chimeras compared with *Rag1* ^−*/*−^Cre^−^ → WT chimeras (Fig. 7c). Similarly, IL-17A^+^IFNγ^+^ CD4^+^ T cells, which have been shown to derive from IL-17A^+^IFNγ^−^ CD4^+^ T cells^39^, were also reduced in the *Rag1* ^−*/*−^Cre^+^ → WT chimeric intestine, whereas IL-17A^−^IFNγ^+^ T cells were present in equal proportions in the two groups (Figs. 7d, e). Collectively, these data demonstrate that TGFβR1 signalling is essential for complete maturation of fully functional CD103^+^CD11b^+^ DCs in the intestine.

## Discussion

CD103^+^CD11b^+^ DCs are the predominant population of DCs in the small intestine and are virtually unique to the intestinal mucosa and its draining lymphoid tissues^40^. Although it is known that CD103^+^CD11b^+^ DCs derive from conventional DC progenitors that mature locally after their arrival in the intestine^6, 41^, the environmental factors responsible for the development of these DCs remain poorly understood. We show here that CD103^+^CD11b^+^ DCs are transcriptionally closely related to their CD103^−^CD11b^+^ counterparts. However, unlike CD103^−^CD11b^+^ DCs, cell intrinsic TGFβR1 signalling is indispensable for the full phenotypic differentiation of CD103^+^CD11b^+^ DC in the SILP. Furthermore, using whole-genome analysis and flow cytometric validation, we demonstrate that differentiation to the CD103^+^CD11b^+^ phenotype represents more than simple acquisition of CD103 expression and involves significant changes in gene expression. Finally, we demonstrate that aborted DC differentiation in the absence of TGFβR1 signalling renders DCs less able to prime Treg and maintain Th17 in vivo, demonstrating that TGFβR1 signalling in DCs helps maintain immunological homeostasis in the intestine.

We first attempted to address the role of the TGFβ–TGFβR axis in intestinal DC homeostasis by generating CD11c*-*Cre*.Tgfbr1* ^fl/fl^ mice, but these developed a lethal systemic inflammatory disease, with all animals dying within 20 weeks. Similar findings were made in mice with CD11c-driven deletion of *Tgfbr2* ^26^, but in contrast to that work the wasting disease in our mice was predominantly T-cell driven. This was shown by the fact that T cells in CD11c*-*Cre.*Rosa26*-LSL-YFP mice displayed Cre recombinase activity and there was deletion of the *Tgfbr1* in T cells from Cre^+^ CD11c*-*Cre*.Tgfbr1* ^fl/fl^ mice. In support of this, the wasting disease in Cre^+^ mice was prevented by maintaining mice on a *Rag1* ^−*/*−^ background and T cells purified from Cre^+^ mice were able to induce disease in WT mice where they underwent uncontrolled expansion. Similar autoimmune disease was found in mice with CD4-driven deletion of *Tgfbr2* ^28, 42^. Together, our findings are consistent with the Cre activity found in T cells in the original description of CD11c*-*Cre mice^25^ and they underline the need for extreme caution when interpreting studies employing CD11c-dependent strategies to dissect ‘DC’ function in vivo.

TGFβR1 also controlled the behaviour of CD11c^+^ cells other than T cells, as intestinal inflammation developed in *Rag1* ^−*/*−^Cre^+^ recipients of WT T cells and this was associated with a selective defect in CD103^+^CD11b^+^ DCs in the intestine of *Rag1* ^−*/*−^ CD11c*-*Cre*.Tgfbr1* ^fl/fl^ mice. Other mononuclear phagocytes whose homeostasis is controlled by the TGFβ–TGFβR1 axis include microglia in the brain and Langerhans cells in the epidermis^20, 22, 43, 44^. Interestingly, TGFβ regulates expression of E-cadherin by Langerhans cells^23, 45^ and *Cdh1* was one of the genes we found to be selectively upregulated in CD103^+^CD11b^+^ DCs. However, our findings contrast with those from the skin, where TGFβR signalling is required for both Langerhans cell development and for preventing their spontaneous ‘maturation’ and enhanced migration to draining lymph nodes^23, 43^. An analogous process cannot explain the lack of CD103^+^CD11b^+^ DCs in the intestine, as this population was not overrepresented in the draining MLN of *Rag1* ^−*/*−^Cre^+^ → WT BM chimeras, as would be the case if they had acquired enhanced migratory potential. Furthermore, the total DC pool in the intestine was equivalent in *Rag1* ^−*/*−^Cre^−^ and *Rag1* ^−*/*−^Cre^+^ mice. Thus, we favour the idea that there is aborted differentiation of CD103^+^CD11b^+^ DCs in the absence of TGFβR1 signalling. This was supported by our use of CD101 expression to interrogate the CD11b^+^ lineage of DCs, where it appeared to be a marker of those cells that are likely to differentiate locally into CD103^+^CD11b^+^ DCs. This was first suggested by our transcriptional analysis, which showed that the CD103^+^CD11b^+^ and CD103^−^CD11b^+^ DCs clustered closely together and identified CD101 as one of the genes that was selectively upregulated on the CD103^+^CD11b^+^ subset. Phenotypic analysis confirmed the expression of CD101 protein on virtually all WT CD103^+^CD11b^+^ DCs, but showed that a small subset of CD103^−^CD11b^+^ DCs also expressed CD101. The fact that these might be the immediate precursors of CD103^+^CD11b^+^ DCs would be consistent with the reciprocal increase we found in the CD103^−^CD11b^+^ CD101^+^ population of DCs in CD11c*-*Cre*.Tgfbr1* ^fl/fl^ mice. Although TGFβ has been shown previously to induce the expression of CD103 on T cells^18, 30^, the block in DC development that occurs in the absence of TGFβR1 signalling in vivo did not simply reflect a failure to upregulate CD103, as CD101^+^CD11b^+^ DCs in CD11c*-*Cre*.Tgfbr1* ^fl/fl^ mice also had reduced expression of SiglecF and TREM1, both of which we found to be specific to this subset at the transcriptional and protein level. On the basis of these findings, we propose that TGFβ is important for the maturation of CD103^+^CD11b^+^ DCs from an earlier CD103^−^CD11b^+^ stage. However, definitive proof of this idea is lacking and it will be important to establish at exactly what stage TGFβ acts. As we found that all the subsets of mature DCs express the TGFβR1, the selective conditioning effects of TGFβ may occur as DC precursors mature in the mucosa^6^. Alternatively, there may be an anatomically defined niche in which CD11b^+^ DCs encounter cells producing sufficient amounts of TGFβ to trigger signalling via the TGFβR. Given the ubiquitous nature of this cytokine, such cells could be of myeloid, mesenchymal or epithelial origin in our *Rag1* ^−*/*−^ mice which lack T and B lymphocytes. Resolving these questions will require direct tracking of individual cells within the CD11b lineage, as they differentiate in the mucosa in the presence and absence of TGFβR signalling and these issues are the subject of ongoing work.

Others have reported that CD101 is expressed by some CD11b^+^ DCs in mouse intestine and that this is retinoic acid receptor dependent^16, 46^. Although it may also inhibit DC function^47^ and enhance the production of IL-10 by CD11c^+^ myeloid cells^48^, its role in DC development or function in the intestine remains to be defined. CD101 expression has also been linked to the expansion and function of Tregs, including those which can prevent experimental colitis^48, 49^, as well as a susceptibility gene in the development of type 1 diabetes in non-obese diabetic mice^50^. As CD103^+^CD11b^+^ DCs in the human intestine also express CD101^46^ and we found varying numbers of CD11b^+^ DCs to expressed CD101 in other organs, this molecule may provide a useful means for interrogating the tissue specific differentiation of the cDC2 lineage across species. Similarly, the role of TREM1 and SiglecF on CD103^+^CD11b^+^ DCs remains unclear, although our findings that these proteins are expressed preferentially by this subset extend other work suggesting this association at the transcriptional level^16^. Recently, TREM1 has been associated with inflammatory monocytes, where it modulates the function of TLR4^51^. However, it has also been reported to be present on Langerhans cells and to be upregulated on Langerhans cells and BM DCs by hypoxia^52^, suggesting it may have novel roles on MPs associated with barrier surfaces, especially under conditions of stress.

The selective loss of intestinal CD103^+^CD11b^+^ DCs in CD11c*-*Cre*.Tgfbr1* ^fl/fl^ mice is similar to that reported in mice deficient in CSF2, CSF2R^13^, IRF4^15, 35^, SIRPα^17^, Notch signalling^14, 53^ and retinoic acid production^16, 54^. However, these studies did not apply additional discriminatory markers such as CD101, TREM1 or SiglecF, and some did not distinguish bona fide CD103^−^CD11b^+^ DCs from CD11b^+^ CD64/F4/80^+^ macrophages. As macrophages are much more numerous in LP^6, 55^, their inclusion could have masked any reciprocal accumulation of CD103^−^CD11b^+^ DCs. Therefore, it is unclear whether the TGFβ–TGFβR axis interacts or synergises with any of these other pathways or whteher the absence of each of the molecules interrupts differentiation of the CD11b^+^ DC lineage at the same stage. Previous studies have implicated the transcription factor RUNX3 in mediating TGFβ dependent effects in DCs^56^, but whether RUNX3 drives the TGFβ-dependent effects reported here remains unclear.

The exact role of intestinal CD103^+^CD11b^+^ DCs has been somewhat unclear, due to apparently contradictory findings from in vitro and in vivo experiments. Whereas this population produces substantial amounts of RA and induces the generation of FoxP3^+^ Tregs in vitro^55, 57^, a universal finding from the previous studies of mice lacking CD103^+^CD11b^+^ DCs was reduced numbers of Th17 cells in vivo, with normal numbers of FoxP3^+^ Tregs^6, 15, 35, 37^ The relative distribution of CD103^+^CD11b^+^ DCs along the length of the intestine also correlates with that of Th17 cells and inversely with that of FoxP3^+^ Tregs^55^. Therefore, it was notable that we found here that the reduction in CD103^+^CD11b^+^ DCs in CD11c*-*Cre*.Tgfbr1* ^fl/fl^ mice was not only associated with a lower proportion of endogenous Th17 cells in the intestinal mucosa, but there also was defective generation of antigen specific FoxP3^+^ Tregs, both in vitro and in vivo. The mechanism underlying these effects remains to be elucidated, but TGFβ is important in the generation of both Treg and Th17 cells^36, 58^. Therefore, one possibility is that TGFβR signalling in CD103^+^CD11b^+^ DCs normally drives TGFβ production via a positive feedback circuit, as has been shown for other DCs^59^. Although our findings show that the defect in CD103^+^CD11b^+^ DCs was associated with reduced numbers of Treg contrasts with the earlier studies, it is important to note that we focused directly on Tregs that were induced in response to their cognate antigen. In contrast, previous work either assessed total Treg numbers, or used surrogate markers to define ‘natural’ and ‘inducible’ Tregs. Alternatively, CD103^+^CD11b^−^ DCs might compensate for the loss of CD103^+^CD11b^+^ DCs in the induction of oral tolerance and Treg,^37, 60^ and, importantly, we found no defect in the ability of CD103^+^CD11b^−^ DCs from Cre^+^ mice to induce Treg in vitro. However, as we did not assess the suppressive functions of these Tregs directly, we cannot rule out the possibility that the FoxP3^+^ T cells we found to be generated by CD103^+^CD11b^−^ DCs from Cre^+^ mice have altered activity despite being present in normal numbers. Furthermore, it is unclear whether the defect in Treg we found contributes to the autoimmunity found in immunocompetent CD11c*-*Cre*.Tgfbr1* ^fl/fl^ mice. Discrepancies between different labs on how defects in CD103^+^CD11b^+^ DCs might impact on T-cell subsets could also reflect the microbiota present in the various strains or animal facilities. For instance, the ability of CD103^+^CD11b^+^ DC to produce IL-23 and drive the differentiation of Th17 cells in vitro can be promoted by TLR5 ligation^38, 61^. Alternatively, the different strategies used to target CD103^+^CD11b^+^ DCs may have distinct consequences for T-cell differentiation and, in particular, our findings that CD11c-mediated Cre activation can have effects on cells other than this specific subset of DC must be taken into account. This could help explain, for example, why contrasting results have been reported on the generation of protective Th17 responses to *Citrobacter rodentium* infection when CD103^+^CD11b^+^ DCs are lacking in human Langerin-DTA transgenic mice and CD11c-Cre.*Notch2* ^fl/fl^ mice^37, 53^. Further work is required to elucidate directly how this subset of DC is influenced by different environmental factors and targeting strategies.

## Methods

### Mice

CD11c*-*Cre.*Tgfbr1* ^fl/fl^ mice on a C57BL/6 background were generated as described previously^23^ and crossed to *Rag1* ^−*/*−^ mice (Jackson Laboratories) to generate *Rag1* ^−*/*−^ CD11c*-*Cre.*Tgfbr1* ^fl/fl^ mice. Cre^−^ littermates were used as experimental controls in all the experiments presented. WT C57BL/6 (CD45.2^+^) mice were obtained from Harlan Olac (Bicester, UK), whereas C57BL/6.SJL (CD45.1^+^) mice, C57BL/6.SJL × C57Bl/6 (CD45.1^+^ × CD45.2^+^) and OTII OVA-specific TcR transgenic mice on the CD45.1^+^ background were bred in house. All mice were used at 6–12 weeks of age, and male and female mice were used throughout the study. Transgenic and control mice were sex-matched within experiments. All mice were bred and maintained in specified pathogen-free conditions at the Central Research Facility at the University of Glasgow under a UK Home Office Project Licence and approved by the University of Glasgow Local Ethical Review Panel, or at the University Medical Centre, Rotterdam, and approved by the Animal Experiments Committee DEC–Consult of the Erasmus University Medical Center Rotterdam. No randomization or blinding was performed.

### Generation of bone marrow chimeric mice

To generate mixed chimeras, 8–10-week-old CD45.1^+^ WT mice were lethally irradiated with two doses of 5 Gy 1 h apart before being reconstituted immediately with 5 × 10^6^ BM cells from CD45.2^+^ *Rag1* ^−*/*−^CD11c*-*Cre*.Tgfbr1* ^fl/fl^ or *Rag1* ^−*/*−^ *Tgfbr1* ^fl/fl^ mice together with CD45.1^+^ × CD45.2^+^ WT BM at a ratio of 1:1. In some experiments, CD45.1^+^ × CD45.2^+^ mice were used as the recipient mice and CD45.1^+^ WT mice used as the WT donor. To generate full chimeras, CD45.1^+^ WT mice were given BM cells from CD45.2^+^ *Rag1* ^−*/*−^CD11c*-*Cre*.Tgfbr1* ^fl/fl^ or *Rag1* ^−*/*−^ *Tgfbr1* ^fl/fl^ mice. Chimerism was assessed at least 8 weeks after reconstitution.

### Generation of Treg cells in vivo

Eight to 10 weeks after reconstitution, *Rag1* ^−*/*−^ CD11c*-*Cre*.Tgfbr1* ^fl/fl^ and *Rag1* ^−*/*−^ *Tgfbr1* ^fl/fl^ mice → CD45.1^+^ WT chimeric received 5 × 10^5^ purified CD4^+^ T cells from the spleen and lymph nodes of CD45.2^+^ WT mice intravenously. Six days later mice were adoptively transferred with 5 × 10^5^ fluorescence-activated cell sorting (FACS) sorted naive CD4^+^CD62L^+^CD45.1^+^/CD45.2^+^ OT II cells intravenously, before being fed 50 mg OVA 24 h later. FTY720 (1 mg kg^*−*1^; Cayman Chemical Company) was injected intraperitoneally 2 and 4 days after OTII T-cell transfer and mice were culled 5 days after T-cell transfer for assessment of Foxp3^+^ expression by CD4^+^Vα2^+^ transgenic T cells in mesenteric lymph nodes using intracellular FACS analysis.

### Induction of T-cell-dependent colitis

CD3^+^MHC-II^neg^ T cells were sorted from the spleens of C57BL/6 CD45.1 mice, resuspended in sterile phosphate-buffered saline (PBS) and 5 × 10^6^ T cells were injected intravenously into *Rag1* ^−*/*−^ CD11c*-*Cre.*Tgfbr1* ^fl/fl^ (*Rag1* ^−*/*−^Cre^+^) mice and *Rag1* ^−*/*−^ *Tgfbr1* ^fl/fl^ (*Rag1* ^−*/*−^Cre^−^) littermates. Body weight was monitored twice a week and the recipients were killed when 20% weight loss occurred (10–17 weeks post transfer). The severity of bowel inflammation was evaluated by scoring of histological sections (adapted from ref. ^62^).

### Preparation of single-cell suspensions

To isolate small intestinal leukocytes, small intestine were flushed with calcium/magnesium-free (CMF) Hank’s balanced salt solution (HBSS) 2% fetal calf serum (FCS) (both Gibco, Invitrogen, Paisley, UK) and PPs excised. The intestines were opened longitudinally, washed again in HBSS 2% FCS and cut into 0.5 cm segments, which were then incubated twice in HBSS with 2 mM EDTA at 37 °C with shaking for 20 min. Supernatants were discarded and intestinal tissue digested with 1 mg ml^*−*1^ collagenase VIII (Sigma-Aldrich) in complete RPMI 1640 containing 2 mM l-glutamine, 100 μg ml^*−*1^ penicillin, 100 μg ml^*−*1^ streptomycin, 1.25 μg ml^*−*1^ Fungizone and 10% FCS (all Gibco, Invitrogen) at 37 °C with shaking for 20 min. Cell suspensions were passed through 100 μm and then 40 μm filters (BD Falcon) and stained for flow cytometry. To isolate colonic leukocytes, colons were excised and soaked in PBS. After removing all fat and faeces, the colons were opened longitudinally, washed in HBSS 2% FCS and cut into 0.5 cm sections. The tissue was then shaken vigorously in 10 ml HBSS/2% FCS and the supernatant was discarded. To remove the epithelial layer, 10 ml CMF HBSS containing 2 mM EDTA was then added, the tube placed in a shaking incubator for 15 min at 37 °C, before being shaken vigorously and the supernatant discarded. Tissue segments were washed in 10 ml fresh CMF HBSS, before a second incubation in CMF HBSS/2 mM EDTA, the wash step was repeated and the remaining tissue was digested with pre-warmed ‘enzyme cocktail’ containing 1.25 mg ml^*−*1^ collagenase D (Roche), 0.85 mg ml^*–*1^ collagenase V (Sigma-Aldrich), 1 mg ml^−1^ dispase (Gibco, Invitrogen) and 30 U ml^−1^ DNase (Roche Diagnostics GmbH, Mannheim, Germany) in complete RPMI 1640 for 30–45 min in a shaking incubator at 37 °C. The resulting cell suspension was passed through a 40-μm cell strainer and washed twice in FACS buffer (2% FCS/2mm EDTA/PBS). Cells were counted and stained for flow cytometry. To isolate leukocytes from MLNs, MLNs were minced with scissors and incubated with 1 mg ml^−1^ collagenase D in CMF HBSS for 45 min in a shaking incubator at 37 °C. After digestion, cells were passed through a 100-μm filter and kept on ice until further use^63^. Lungs were removed from perfused mice, chopped finely and digested in pre-warmed ‘enzyme cocktail’ for 45 min in a shaking incubator at 37 °C before being passed through an 100 μm strainer followed by centrifugation at 400 *g* for 5 min. Spleens were chopped finely and digested in HBSS with 1 mg ml^−1^ collagenase D for 45 min in a shaking incubator at 37 °C before being passed through a 100 μm strainer followed by centrifugation at 400 g for 5 min. Cells were resuspended in FACS buffer, counted and kept on ice until staining for flow cytometry.

### T cell and DC co-cultures

A total of 12,500 CD45^+^CD11c^+^MHCII^+^CD64^−^CD101^+^CD11b^+^ DCs were FACS purified from the SILP of *Rag1* ^−*/*−^CD11c*-*Cre*.Tgfbr1* ^fl/fl^ or *Rag1* ^−*/*−^ *Tgfbr1* ^fl/fl^ mice before being pulsed with 0.5 μg ml^−1^ of OVA323-339 peptide (Genosys, Sigma) in 100 μl for 30 min at 37 °C in 5% CO_2_ in RPMI 1640 containing 2 mM l-glutamine, 100 μg ml^−1^ penicillin, 100 μg ml^−1^ streptomycin, 1.25 μg ml^−1^ Fungizone and 10% FCS; all from Gibco) in 96-well round-bottom plates. After 30 min, 1 × 10^5^ CFSE-labelled naive CD4^+^CD62L^+^ T cells FACS sorted from the lymph nodes of OTII.CD45.1^+^ TcR transgenic mice were added and cultured for 3.5 days at 37 °C in 5% CO_2_. After culture, responding OTII cells were assessed for expression of FoxP3 and CFSE dilution by flow cytometry.

### Flow cytometry

Following incubation with purified anti-CD16/CD32 for 10 min at 4 °C, 1−10 × 10^6^ cells were stained at 4 °C in the dark as described previously^63, 64^ using the antibodies listed in Supplementary Table 6 and analysed using an LSR II or FACSAriaI/III cytometer (BD Biosciences) and FlowJo software (Tree Star).

### Genomic PCR

Cre-mediated deletion of *Tgfbr1* was analysed by genomic PCR^65^. The floxed third exon of *Tgfbr1* was identified by a 250-bp band, whereas excision was demonstrated by a 350-bp band (see Supplementary Table 7).

### Quantitative RT-PCR

mRNA was extracted from cells using the GenElute mammalian total RNA Miniprep kit (Sigma-Aldrich) and complementary DNA was synthesized with SuperScript II reverse transcriptase (Invitrogen), according to the manufacturer’s protocol. TaqMan real-time quantitative PCR assays were designed using Universal ProbeLibrary (Roche) to determine transcript levels of the indicated genes using the primers listed in Supplementary Table 8. Expression levels were normalized to the control gene *Gapdh* or *Abl* as indicated. All reactions were run on a 7900HT Fast Real Time PCR machine (Applied Biosystems).

### Histology

Tissues were snap-frozen, cut into 6 µm sections and fixed in acetone/0.02% H_2_O_2_. For detection of CD3 (Dako Heverlee) and Ki67 (Novocastra), endogenous peroxidases were quenched with 3% H_2_O_2_ in methanol for 20 min. After microwaving in citrate buffer (10 mM, pH 6.0) for antigen retrieval, sections were blocked for 1 h in 10 mM Tris, 5 mM EDTA, 0.15 M NaCl, 0.05% Tween-20 and 10% normal mouse serum (NMS), before being stained overnight with primary antibodies against CD4 (GK1.5) and CD8 (Lyt2) (both from Dako) at 4 °C in PBS/0.1% BSA. After washing, biotinylated rabbit anti-rat secondary antibody (Dako) or goat anti-rabbit serum was added in PBS/0.1% BSA/2% NMS for 1 h at room temperature. Enzyme activity was revealed by using the Vectastain ABC kit (Vector Laboratories). Aminoethylcarbazole (Sigma) or 3,3′-diaminobenzidine tetrahydrochloride (Sigma-Aldrich) was used as a chromogen for horseradish peroxidase activity. The sections were counterstained with haematoxylin and mounted with glycerol-gelatin. The slides were scanned with the NanoZoomer 2.0HT scanner (Hamamatsu) and analysed with the NanoZoomer Digital Pathology programme.

### Microarray analysis

A total of 100,000 cells from each DC subset and CD45^+^Ly6C^−^MHCII^+^CD64^+^ CD11b^+^ macrophages were FACS purified from SI LP and total RNA extracted with the RNeasy Micro kit (Qiagen). Quantity, quality and absence of genomic DNA were assessed using a Bioanalyser (Agilent). For microarray analysis, 50–450 ng of total RNA was retrieved per biological sample, with RIN values always above 8.25 ng total RNA was used for each sample for synthesis of biotinylated double stranded cDNA, using the NuGEN Ovation Pico WTA System V2 kit and the NuGEN Encore Biotin Module kit, according to the manufacturer’s recommendations. Following fragmentation and end-labelling, 2 µg of cDNA were hybridized for 16 h at 45 °C on GeneChip Mouse Gene 1.0 ST arrays (Affymetrix), interrogating 28,853 genes represented by ~27 probes spread across the full length of the gene. The chips were washed, stained in the GeneChip Fluidic Station 450 (Affymetrix) and scanned with the GeneChip Scanner 3,000 7 G (Affymetrix) at a resolution of 0.7 µm. Raw data (.cel intensity files) were extracted from the scanned images using the Affymetrix GeneChip Command Console version 3.2. After quality control using R/Bioconductor, the Robust Multi-array Average procedure was used to normalize data within arrays (probeset summarization, background correction and log2-transformation) and between arrays (quantile normalization). Only probesets that mapped uniquely to one gene were used and for each gene, the probeset with the highest expression level was used.

### Cytometric bead assay

Splenocytes (1 × 10^6^) were cultured overnight in 500 µl medium and supernatants were stored at −20 °C before analysis of IL2, IL17A and IFNγ levels using a cytometric bead assay (Bender MedSystems) with a FACS Canto-II (BD Biosciences) and FCAP Array software (BD Biosciences).

### Statistics

Statistical analyses were performed with GraphPad Prism. Student’s *t*-test was used to compare two groups, while multiple groups were compared using analysis of variance or Student’s *t*-tests with appropriate corrections as detailed in the legends. A *p*-value of 0.05 was considered significant.

### Data availability

Microarray data that support the findings of this study have been deposited in National Center for Biotechnology Information Gene Expression Omnibus public database (http://www.ncbi.nlm.nih.gov/geo/) with the primary accession code GSE100393. The other data that support the findings of this study are available from the corresponding authors upon request.

## Electronic supplementary material

Supplementary information

# Supplementary material for: TGFβR signalling controls CD103+CD11b+ dendritic cell development in the intestine
**Source:** Nat Commun. 2017 Sep 20;8:620. doi: 10.1038/s41467-017-00658-6
**Supplement:** Supplementary file 1 — Supplementary information

### **Description of Supplementary Files**

File Name: Supplementary Information

Description: Supplementary figures, supplementary tables

## Supplementary Figure 1

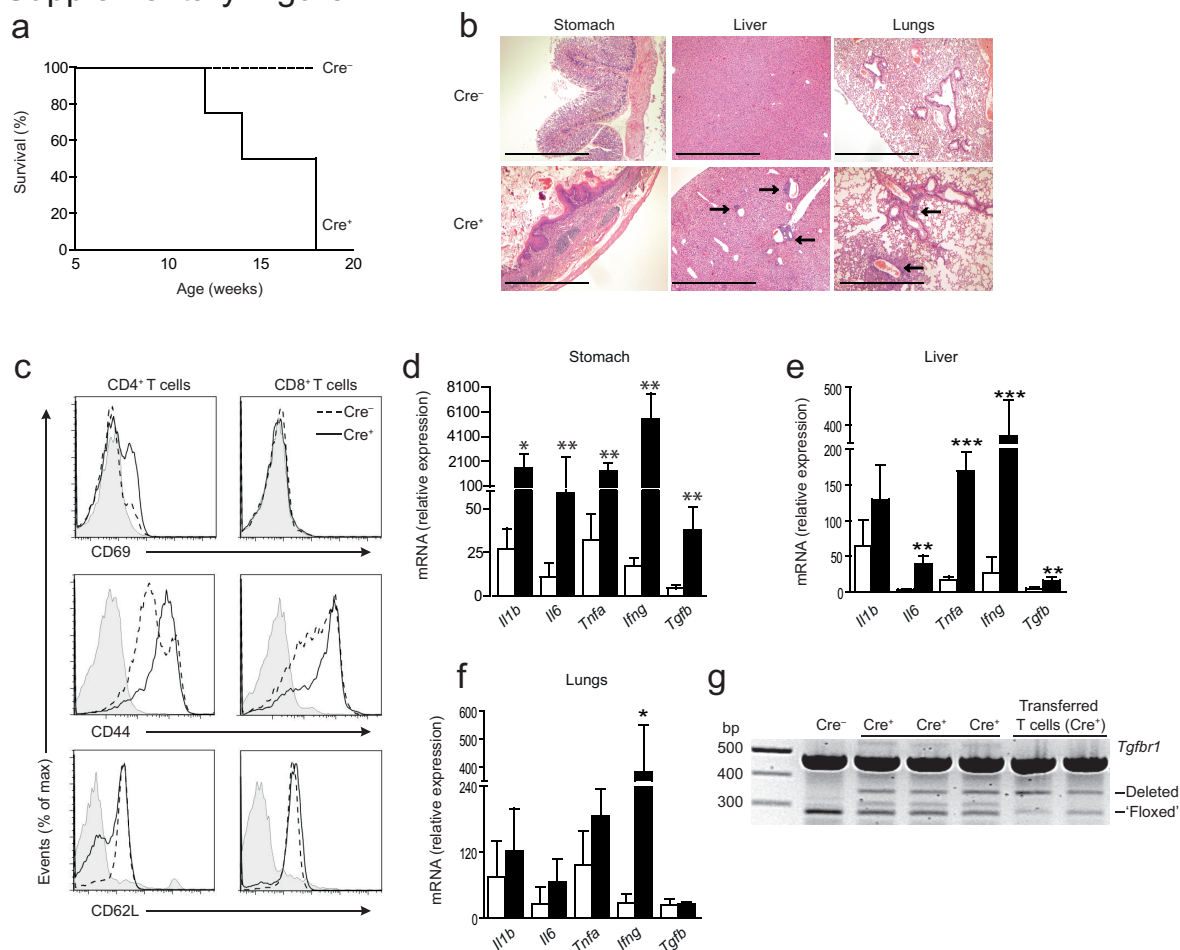

**Fig. S1: CD11c-Cre.*Tgfb1*<sup>fl/fl</sup> Mice Develop a Lethal Systemic Inflammatory Disease**

(a) Survival of lymphocyte-sufficient CD11c-Cre.*Tgfb1*<sup>fl/fl</sup> (Cre<sup>+</sup>) or *Tgfb1*<sup>fl/fl</sup> (Cre<sup>-</sup>) mice with 5 (Cre<sup>+</sup>) or 6 (Cre<sup>-</sup>) mice/group and data are representative of 2 experiments. (b) H&E staining of stomach, liver and lungs from Cre<sup>-</sup> (upper panels) or Cre<sup>+</sup> (lower panels) mice. Images are representative of at least 4 mice/group. Scale bars 500 $\mu$ m. (c) Expression of CD69, CD44 and CD62L by splenic CD4<sup>+</sup> and CD8<sup>+</sup> T cells from Cre<sup>-</sup> (dashed line) or Cre<sup>+</sup> mice (solid line). Shaded histograms represent staining with appropriate isotype controls. (d-f) qRT-PCR analysis of IL1 $\beta$ , IL6, TNF $\alpha$ , IFN $\gamma$  and TGF $\beta$  mRNA in stomach (d), liver (e) and lungs (f) of Cre<sup>-</sup> or Cre<sup>+</sup> mice. (g) Genomic PCR for *Tgfb1* expression by splenic CD3<sup>+</sup> T cells from intact lymphocyte-sufficient Cre<sup>-</sup> or Cre<sup>+</sup> mice, or by donor CD3<sup>+</sup> T cells purified from the recipients of Cre<sup>+</sup> splenic T cells ('Transferred T cells'). Flow cytometric analysis from one of two independent experiments with n=4-8/group.

## Supplementary Figure 2

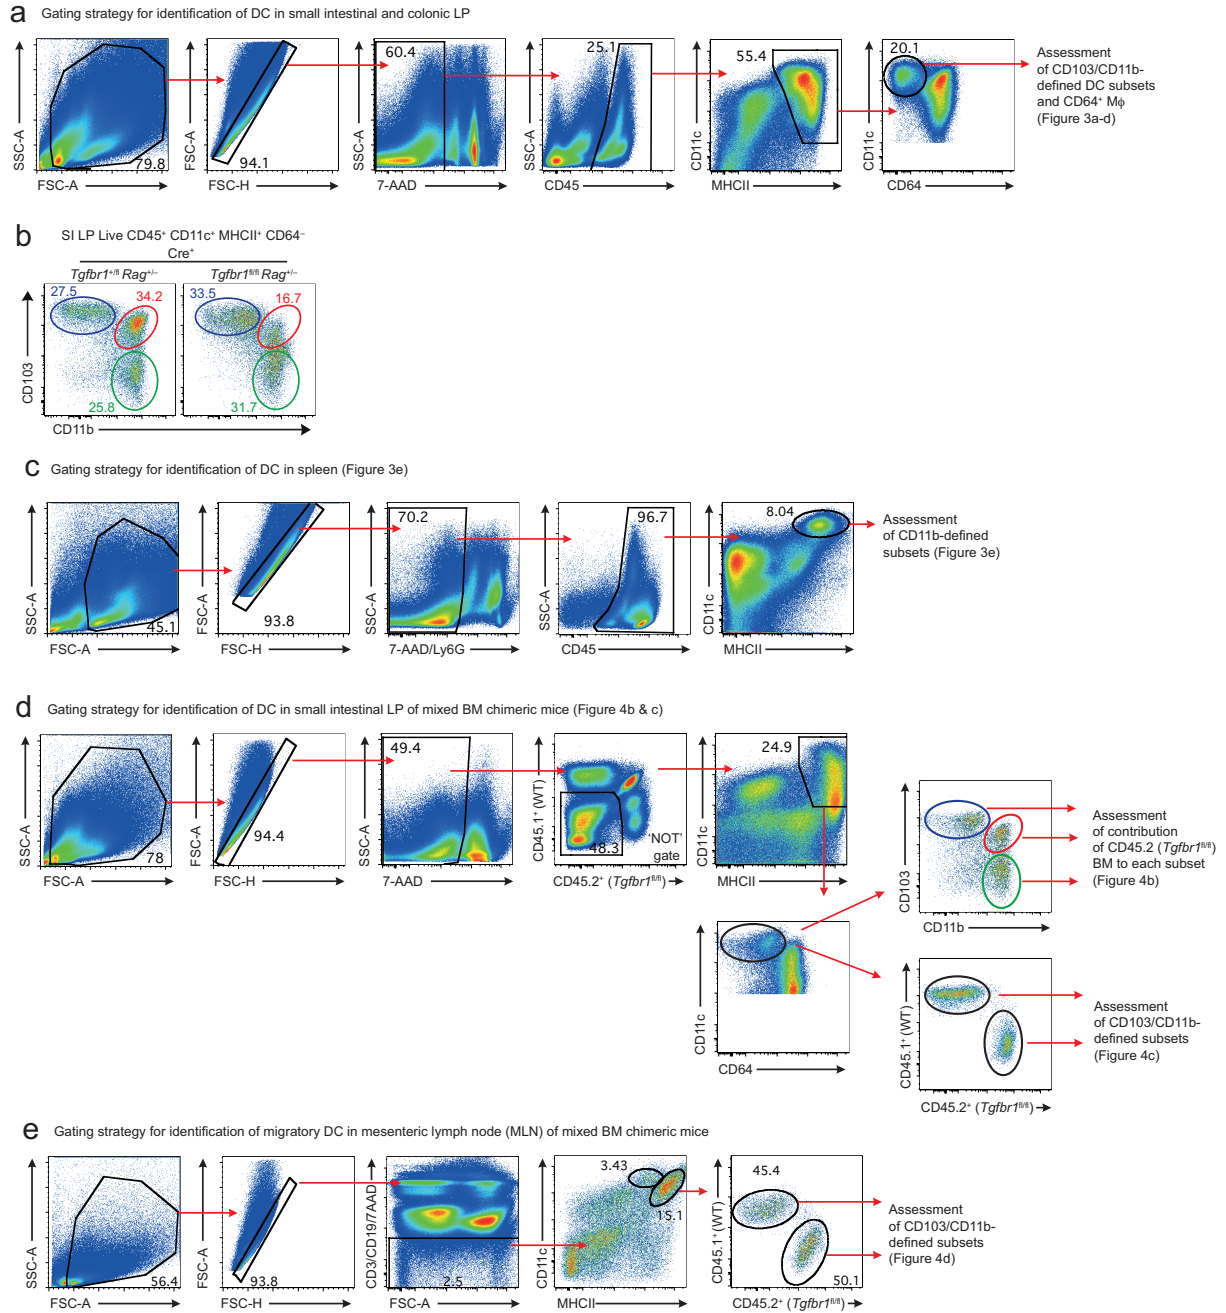

**Fig. S2: Gating strategies used throughout study**

(a) Gating strategy to identify DC and macrophages in the small intestine and colonic lamina propria in Figure 3 and Figure 6. (b) Representative expression of CD103 and CD11b by DC subsets from the small intestine of CD11c-Cre.*Tgfbri*<sup>+/n</sup> *RagI*<sup>+/-</sup> or CD11c-Cre.*Tgfbri*<sup>n/n</sup> *RagI*<sup>+/-</sup> mice. Plots are from one experiment of two independent experiments performed with 3 mice per group. (c) Gating strategy to identify DC in the spleen in Figure 3. (d) Gating strategy to identify DC subsets in the small intestinal lamina propria of mixed BM chimeric mice in Figure 4. (e) Gating strategy to identify DC subsets in the mesenteric lymph node (MLN) of mixed BM chimeric mice in Figure 4.

### Supplementary Figure 3

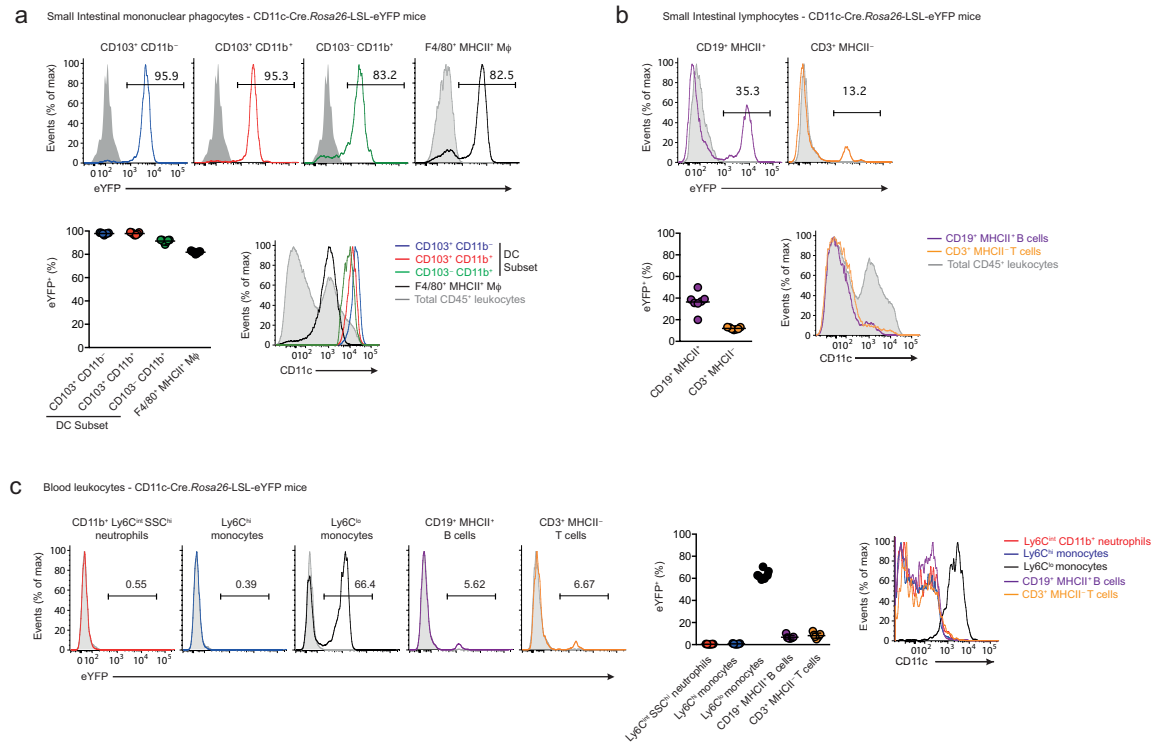

**Fig. S3: Efficiency of CD11c-Driven Cre Recombinase Activity**

(a) Representative expression of eYFP by DC subsets and F4/80<sup>+</sup>MHCII<sup>+</sup> macrophages from the small intestine of CD11c-Cre.*Rosa26-LSL-eYFP* mice or CD11c-Cre mice (shaded histograms). Scatter plots show the frequency of eYFP<sup>+</sup> cells in each subset. Each symbol represents an individual animal and the horizontal bar represents the mean of n=7 mice from a single experiment. The lower histogram shows CD11c expression by DC subsets, F4/80<sup>+</sup>MHCII<sup>+</sup> macrophages and total CD45<sup>+</sup> leukocytes from the small intestine of 6 week old CD11c-Cre.*Rosa26-LSL-eYFP* mice. (b) Representative expression of eYFP by CD19<sup>+</sup> MHCII<sup>+</sup> B cells and CD3<sup>+</sup> MHCII<sup>-</sup> T cells from the small intestine of CD11c-Cre.*Rosa26-LSL-eYFP* mice or CD11c-Cre mice (shaded histograms). Scatter plots show the frequency of eYFP<sup>+</sup> cells in each lymphocyte subset. Each symbol represents an individual animal and the horizontal bar represents the mean n=7 mice from a single experiment. The lower histogram shows CD11c expression by CD19<sup>+</sup> MHCII<sup>+</sup> B cells, CD3<sup>+</sup> MHCII<sup>-</sup> T cells and total CD45<sup>+</sup> leukocytes from the small intestine of CD11c-Cre.*Rosa26-LSL-eYFP* mice. (c) Representative expression of eYFP by neutrophils, classical Ly6C<sup>hi</sup> monocytes, non-classical Ly6C<sup>lo</sup> monocytes, CD19<sup>+</sup> MHCII<sup>+</sup> B cells and CD3<sup>+</sup> MHCII<sup>-</sup> T cells from the blood of CD11c-Cre.*Rosa26-LSL-eYFP* mice or CD11c-Cre mice (shaded histograms). Scatter plots show the frequency of eYFP<sup>+</sup> cells in each leukocyte subset. Each symbol represents an individual animal and the horizontal bar represents the mean n=7 mice from a single experiment. The histogram (right) shows CD11c expression by each blood leukocyte subset from blood of CD11c-Cre.*Rosa26-LSL-eYFP* mice.

## Supplementary Figure 4

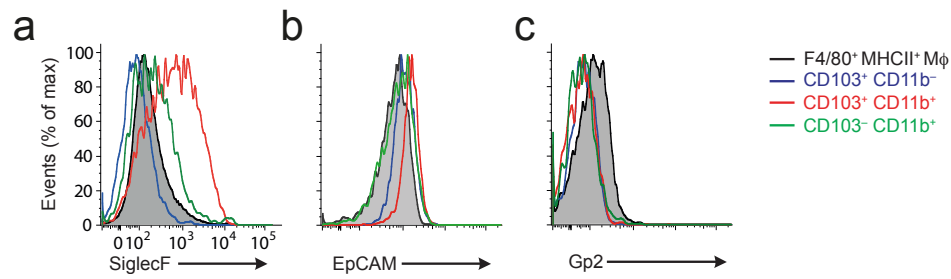

**Fig. S4: Assessment of markers identified by microarray analysis at protein level**

Representative expression of SiglecF (a), EpCAM (b) and GP2 (c) by CD103/CD11b-defined DC subsets and by F4/80<sup>+</sup>MHCII<sup>+</sup> macrophages from the small intestinal LP of unmanipulated WT mice. Data are from a single experiment.

Supplementary Figure 5

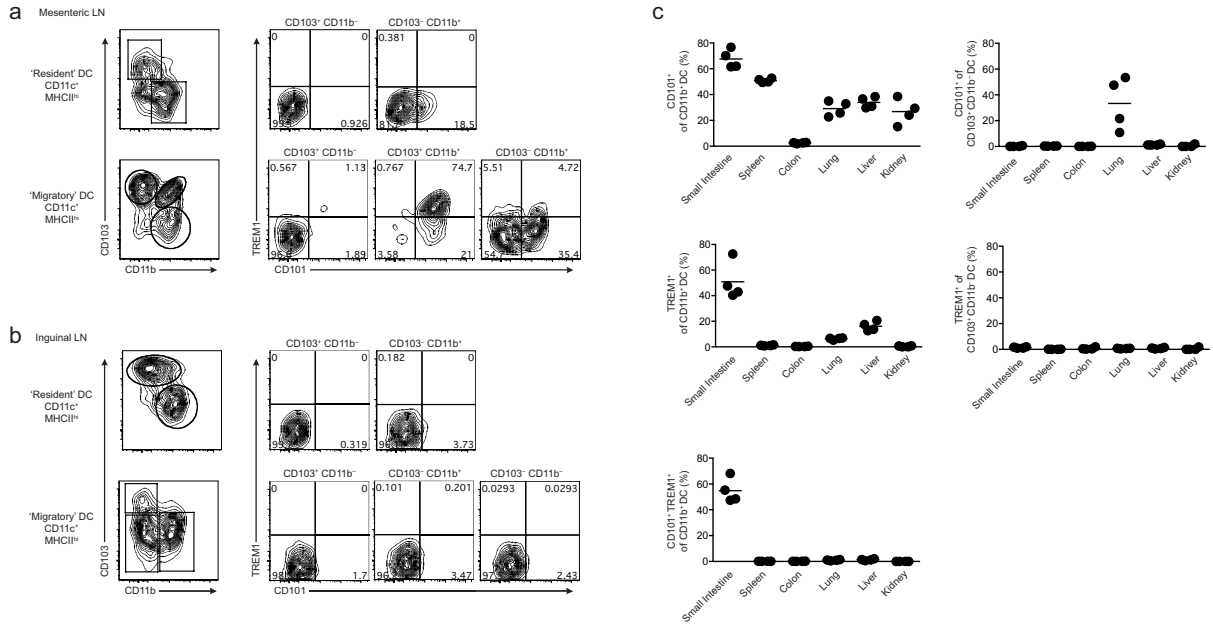

**Fig. S5: Expression of CD101 and TREM1 by lymphoid and non-lymphoid DC subsets**

(a-b) Representative expression of CD103 and CD11b by ‘resident’ (CD11c<sup>+</sup> MHCII<sup>+</sup>) and ‘migratory’ (CD11c<sup>+</sup> MHCII<sup>hi</sup>) DC in the mesenteric (a) or inguinal (b) lymph nodes (*left panels*), and representative expression of CD101 and TREM1 by CD103- and CD11b-defined DC subsets (*right panels*). (c) Scatter plots show the frequency of CD101<sup>+</sup>, TREM1<sup>+</sup> or CD101<sup>+</sup>TREM1<sup>+</sup> DC in the tissues indicated. Each symbol represents an individual animal and the horizontal bar represents the mean of 4 mice from one of two representative experiments performed.

**Table S1: Genes unique to SILP CD103<sup>+</sup>CD11b<sup>-</sup> DC Subset**

|               |          |               |               |               |          |
|---------------|----------|---------------|---------------|---------------|----------|
| Clec9a        | Tmem27   | Clec1a        | Sgcb          | Slco3a1       | Map2k6   |
| Xcr1          | Slc8b1   | Pdlim7        | Myo9a         | Nab2          | Lap3     |
| A530099J19Rik | Alms1    | Ptgis         | Gng12         | Glce          | Ece1     |
| Gpr33         | Casp6    | Fbxo4         | Bcl2l14       | Rab39         | Arhgap21 |
| 5430435G22Rik | Fgd6     | Itga3         | Txndc15       | Olfr433       | Pdlim4   |
| Ctla2b        | Gnb4     | Sdc3          | Mllt3         | Arsb          | Rab43    |
| Ffar4         | Tlr11    | Arrb1         | Esyt3         | Nup93         | Rab13    |
| Irf8          | Fndc7    | Pttg1ip       | Extl3         | Trim35        | Cdon     |
| Tlr12         | Pbx1     | Nek6          | Sgk1          | Galnt7        | Bcl9     |
| Ifi205        | Dbn1     | Gcsam         | A630072M18Rik | Hk3           | Lrrcc1   |
| Cadm1         | Clec12a  | Dnase1l3      | Cttnbp2nl     | Sept3         | Nampt    |
| Tlr3          | Trpm2    | Gprc5c        | Procr         | Ndr1          | Pygo2    |
| Ppap2a        | Pdia5    | Cyfip2        | Naga          | Gm6226        | Pus3     |
| Cxcr3         | Arhgap42 | Gatm          | Cdk14         | Rcn2          | Rab11a   |
| Cd8a          | Cxcl9    | Lrrc1         | Laptm4b       | Osbpl3        | Klra5    |
| Snx22         | Arhgef9  | Pstpip2       | Il15          | Rala          | Tmtc3    |
| P2ry14        | Stk39    | Serpib8       | Pfkfb1        | Sdad1         | Mgat4b   |
| Cd36          | Itm2a    | Adam8         | Tap1          | Acadl         | Gdpd5    |
| Agpat3        | Ppef2    | Ubash3b       | Tspan33       | Slc31a2       | Ptplb    |
| F630111L10Rik | Itga1    | Fzd1          | Hps4          | Rhobtb1       | Ipcef1   |
| Cd81          | Ptger2   | Cldn1         | 2610034B18Rik | Crim1         | Adam19   |
| Lif           | Ccr9     | Cpne3         | Dhrs9         | Psen2         | Gpr157   |
| Btla          | Mras     | Klf2          | Slc9a9        | Dpy19l3       | Apol7c   |
| Dapk2         | Dusp10   | Cdc14a        | Pde1b         | Pqlc2         | Dnmbp    |
| Ttc39a        | Enpp4    | Hmgn3         | Tubb2b        | Plin2         | Fam168a  |
| Leprel1       | Fam149a  | Arap1         | Adrb2         | Ubfd1         | Ptpn18   |
| Fnip2         | Mpeg1    | 4930486L24Rik | Stt3b         | Nck2          | Gabbr1   |
| Slc7a8        | Phyh     | Mpzi2         | Chst11        | Asap2         | Myo6     |
| Met           | Rab32    | Cpd           | Slc33a1       | Fndc9         | Fmo5     |
| Ppt1          | Itga8    | Fbxw17        | Gna15         | Mctp1         | Mospd2   |
| Naaa          | Acvrl1   | Cxx1c         | 2410016O06Rik | Aagab         | Slc9a3r2 |
| Cpq           | Cd200    | Oasl1         | Tcf7l2        | Agpat5        | Rasgrp3  |
| Mospd1        | Erc1     | Camk1d        | Gusb          | 6820445E23Rik | Zc3h12c  |
| Plce1         | Gkap1    | Fmn12         | Gm1965        | Ccndbp1       | Sult1a1  |
| Pi4k2a        | BC028528 | Enpp5         | Galc          | Ppp1r11       | Id2      |
| Il12b         | Igf2r    | Clnk          | Tubb2a        | Zfp366        | Gm11545  |
| E330020D12Rik | B3gnt5   | Ly75          | Impa2         | Sipa1l1       | Zfp57    |
| Cyp26b1       | Mycl     | Slc25a26      | Tmem86a       | Trim30a       | Qpct     |
| Zdhhc2        | Slc25a24 | Plcb4         | Cyb5a         | Coro7         | Actn1    |
| Lima1         | Sgms1    | Ldoc1l        | Ankrd12       | St3gal5       |          |

**Table S2: Genes shared by SILP CD103<sup>+</sup>CD11b<sup>+</sup> and CD103<sup>-</sup>CD11b<sup>+</sup> DC Subsets**

|        |         |       |        |        |       |
|--------|---------|-------|--------|--------|-------|
| Il7r   | Dusp3   | Rsad2 | Bcl11a | Coro2a | Elk3  |
| Gm8995 | Slc44a2 | St7   | Eif4e3 | Runx3  | Lamp1 |

---

**Table S3: Genes unique to the SILP CD103<sup>-</sup>CD11b<sup>+</sup> DC Subset**

|          |          |
|----------|----------|
| mem176b  | Il17ra   |
| Tnfsf9   | Lilra6   |
| Tmem176a | Msr1     |
| Apobec1  | Ccl9     |
| Csf1r    | Il1rn    |
| C1qb     | Nccrp1   |
| C1qc     | Abcb1b   |
| S100a4   | St8sia6  |
| C1qa     | Plxnb2   |
| Dab2     | Slamf9   |
| Klra17   | Ccl4     |
| Pla2g2d  | Cx3cr1   |
| S100a6   | Mmp9     |
| Ccl6     | C3ar1    |
| Ptafr    | Alox5    |
| Plxdc2   | Mef2c    |
| Osm      | Prkce    |
| Ms4a4c   | Dram1    |
| Il22ra2  | Lpar1    |
| Emr4     | BC005685 |
| Apoe     | Rasgrp1  |
| Klra2    | St8sia1  |
| Mrc1     | Anxa3    |
| Emp3     | Rasgef1b |
| Clec4a3  | Clec5a   |
| Mafb     | Cd93     |
| Fcgr2b   | Rassf4   |
| Csf3r    | Cercam   |
| Abca9    | Spn      |
| Socs3    | Foxred2  |
| Mzb1     |          |

**Table S4: Genes unique to the SILP CD103<sup>+</sup>CD11b<sup>+</sup> DC Subset**

|               |          |
|---------------|----------|
| Impact        | Ppp1r14a |
| Slc27a2       | Rasgrf2  |
| Gcnt1         | Card9    |
| Pglyrp1       | Pgf      |
| Epcam         | Ppp1r1a  |
| Slc16a6       | Mospd4   |
| Rilpl1        | Tnfaip2  |
| Abhd14b       | Mtss1    |
| Mylk          | Trim25   |
| 2900026A02Rik | Siglec5  |
| Rel1          | Fam189a2 |
| Sash1         | Cdh1     |
| D330045A20Rik | Cpm      |
| Cwc25         | Plet1    |
| Plk3          | Gp2      |
| Slc52a3       |          |

**Table S5: Genes shared by SILP CD103<sup>+</sup>CD11b<sup>+</sup> and CD103<sup>-</sup>CD11b<sup>+</sup> DC subsets and highly significantly differentially expressed compared with CD103<sup>+</sup>CD11b<sup>-</sup> DC.**

| Gene          | Surface marker | FACS Antibody |
|---------------|----------------|---------------|
| Plaur         | x              |               |
| Mcemp1        | x              |               |
| Clec10a       | x              |               |
| Clec4a1       |                |               |
| Tgm2          |                |               |
| Irf4          |                |               |
| B4galt6       |                |               |
| Stat4         |                |               |
| Slc15a3       |                |               |
| Cd300a        | x              | x             |
| Clec4n        | x              |               |
| Clec4a2       | x              |               |
| Ptgs2         |                |               |
| Sh2d1b1       |                |               |
| Cd7           | x              |               |
| Clec4a4       |                |               |
| Emb           | x              |               |
| Fcer1g        | x              |               |
| Cd209c        |                |               |
| Atp1a3        |                |               |
| Pltp          | x              |               |
| Pilra         | x              |               |
| Il1r2         |                |               |
| Cybb          |                |               |
| Trem1         | x              | x             |
| Sirpa         | x              | x             |
| Ccr1          |                |               |
| Cd33          |                |               |
| Mgl2          | x              | x             |
| Siglece       | x              | x             |
| Itgam         | x              | x             |
| 1810011H11Rik |                |               |
| Cd209a        | x              | x             |
| Cd101         | x              | x             |
| Wfdc17        |                |               |

**Table S6: Antibodies used for Flow Cytometry**

| <b>Antibody</b> | <b>Clone</b> | <b>Source</b> | <b>Dilution</b> |
|-----------------|--------------|---------------|-----------------|
| CD3e            | 145-2c11     | Biolegend     | 1:200           |
| CD4             | RM4-5        | Biolegend     | 1:200           |
| CD11b           | M1/70        | Biolegend     | 1:200           |
| CD11c           | N418         | Biolegend     | 1:200           |
| CD44            | IM7          | Biolegend     | 1:200           |
| CD45            | 30-F11       | Biolegend     | 1:200           |
| CD45.1          | A20          | Biolegend     | 1:200           |
| CD45.2          | 104          | Biolegend     | 1:200           |
| CD62L           | MEL-14       | Biolegend     | 1:200           |
| CD64            | X54-5/7.1    | Biolegend     | 1:200           |
| CD69            | H1.2F3       | Biolegend     | 1:200           |
| CD101           | Moushi101    | eBioscience   | 1:200           |
| CD103           | 2E7          | Biolegend     | 1:200           |
| EpCAM           | G8.8         | Biolegend     | 1:200           |
| FoxP3           | FJK16s       | eBioscience   | 1:200           |
| GP2             | D278-A48     | MBL           | 1:200           |
| IA-IE           | M5/114.15.2  | Biolegend     | 1:400           |
| IFN $\gamma$    | XMG1.2       | BD Bioscience | 1:200           |
| IL17A           | TC11-18H10.1 | Biolegend     | 1:200           |
| Ly6C            | HK1.4        | Biolegend     | 1:200           |
| SiglecF         | E50-2440     | BD Bioscience | 1:200           |
| TREM1           | TR3MBL1      | eBioscience   | 1:200           |
| V $\alpha$ 2    | B20.1        | Biolegend     | 1:200           |
| Fc Block        | 2.4G2        | Biolegend     | 1:200           |

**Table S7: Primers used for Genomic PCR**

| Gene                           | Primer sequences               | Product size (in Kb) |
|--------------------------------|--------------------------------|----------------------|
| <i>Tgfb<math>\beta</math>1</i> | 5'- ACCCTCTCACTCTTCCTGAGT- 3'  | WT = 150             |
|                                | 5'- ATGAGTTATTAGAAGTTGTTT- 3'  | Flox = 250           |
|                                | 5'- GGAAGTGGGAAAGGAGATAAC- 3'  | Del = 350            |
| <i>Cre</i>                     | 5'- CCGGTCGATGCAACGAGTGA- 3'   | WT = absent          |
|                                | 5'- GGCCCAAATGTTGCTGGATA- 3'   | Cre = 235            |
| <i>Rag1</i>                    | 5' – TGGATGTGGAATGTGTGCGAG- 3' | WT = 474             |
|                                | 5' – GAGGTTCCGCTACGACTCTG- 3'  | Del = 520            |
|                                | 5' – CCGGACAAGTTTTTCATCGT- 3'  |                      |

**Table S8: Primers used for RT-qPCR**

| Gene         | Forward primer sequence    | Reverse primer sequence    |
|--------------|----------------------------|----------------------------|
| <i>Il6</i>   | TCTAATTCATATCTTCAACCAAGAGG | TGGTCCTTAGCCACTCCTTC       |
| <i>Il1b</i>  | TGTAATGAAAGACGGCACACC      | TCTTCTTTGGGTATTGCTTGG      |
| <i>Tnfa</i>  | CCACGTCGTAGCAAACCAC        | TTTGAGATCCATGCCGTTG        |
| <i>Ifng</i>  | ATCTGGAGGAACTGGCAAAA       | TTCAAGACTTCAAAGAGTCTGAGGTA |
| <i>Il17a</i> | TTTTCAGCAAGGAATGTGGA       | TTCATTGTGGAGGGCAGAC        |
| <i>Nos2</i>  | GGGCTGTCACGGAGATCA         | CCATGATGGTCACATTCTGC       |
| <i>Ccl5</i>  | TGCAGAGGACTCTGAGACAGC      | GAGTGGTGTCCGAGCCATA        |
| <i>Gzmb</i>  | GCTGCTCACTGTGAAGGAAGT      | TGGGGAATGCATTTTACCAT       |

How the deposited data were processed for this re-analysis (not part of the article)

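RNA was measured on 15 arrays, 3 for each of CD103+CD11b+, CD103+CD11b-, CD103-CD11b+ and CD103-CD11b- DCs and CD64+ mϕ, all sorted from the small intestinal LP of WT mice. The paper's text calls the replicates biological samples and does not say how many mice each came from. The paper states that tissue was digested with collagenase at 1 mg/ml, and the sample labels give 0.8 mg/ml. RNA of 100000 sorted cells per population was amplified from total RNA, labelled and hybridized to arrays of the GeneChip Mouse Gene ST type, on which each value is a signal of 1 sample and not a ratio.

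The authors processed the scans with the Robust Multi-array Average procedure, which corrects the background, summarizes the probes of a probeset, takes the log2 and makes the distributions of the arrays alike by quantile normalization. The values used here are those log2 signals, so the background correction and the normalization are already in them. Quantile normalization assumes that most genes do not differ between populations and removes any difference in total RNA between them. The steps before it were not repeated, as raw intensities were not used here. Median log2 signals were 4.74 to 4.86, which the normalization itself makes alike.

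Probesets were matched to gene symbols through the annotation of the array, which lists 23410 probesets. Probesets of 1 symbol were kept, and for the 999 genes with more than 1 such probeset the one with the highest mean over all arrays was taken, as the paper's methods state. This left 19938 genes. Genes without a probeset of their own have no value. No positions in the genome are given, as no build was named with the arrays.

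Differences between DC subsets were computed with limma 3.58.1 in R 4.3.3, on the 9 arrays of CD103+CD11b+, CD103+CD11b- and CD103-CD11b+ DCs. Comparisons with CD64+ mϕ or CD103-CD11b- DCs and the interaction of CD103 with CD11b used all 15 arrays. A gene passed at a Benjamini-Hochberg adjusted p under 0.01 and a log2 difference over 1 in either direction, as in the legend of Fig. 5. A gene was higher in a subset than in both others when it passed in both comparisons. Such genes are also called highest in that subset, although CD103-CD11b- DCs and mϕ were not part of these comparisons. A gene was shared by the CD11b+ subsets when it passed in both comparisons with CD103+CD11b- DCs. Directions on the hexagonal plot were computed from the means of the 3 subsets on axes 120 degrees apart, and a gene was counted to an axis or the space between axes within 30 degrees. Clustering used average linkage on 1 minus Pearson's r over all genes, with the ANOSIM statistic from vegan 2.7.1 and 100000 permutations. The paper names neither the distance nor the linkage. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

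Gene lists, 31 in number, were fixed beforehand from textbook knowledge and the paper, and 2 lists of pancreatic acinar and of Brunner gland and gastric mucous genes were added after the values were seen. Each list was tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry, at an adjusted p under 0.05, and its passing genes were counted over all genes and over the list alone. Genes are named by a rule: those the Results text or a label of Fig. 5 names with the sort genes and *Tgfbr1*; the 10 genes per direction with the largest difference among those that pass and do not overlap between populations; up to 4 members of a list; and the genes of Supplementary Tables 3 to 5 where these are described. The values of the paper's tables and of Fig. 5 count as seen. Other genes are said to be chosen after their values were seen.

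The tests were tried on simulated arrays of unchanged populations to which 200 changed genes were added. A log2 difference of 1.5 was recovered for 95.5% of the genes between CD103+CD11b+ and CD103-CD11b+ DCs, for 94.0% in the interaction and for 100% in the other comparisons, with at most 1 false call in each. Of 31 lists, 3 were called there, among them the 1 that had been shifted. The replicate numbers may mark a shared sorting day, as deviations from the population means correlated at 0.12 on average between arrays of the same number and at -0.06 between others, computed across genes. Among the 3 DC subsets of Fig. 5, 7 of 9 pairs of the same number lay over 0.1, and over all populations 18 of 30 such pairs matched best both ways. The splits of the arrays and the simulated arrays do not keep replicate numbers together, so they leave this pairing out. A fit with the replicate number as a block was therefore among the alternatives. The others were the choice of probeset, another normalization, a limit on dim genes, the spread estimated with a trend or with array weights, an adjusted p of 0.05, treat, the Student's *t*-test that the paper's statistics section names, the direction on the hexagonal plot as the rule, all arrays in 1 fit, and each replicate left out in turn. Fits without the arrays richest in pancreatic RNA and without those with gastric RNA were added after the values were seen.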

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

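The tests of epithelial RNA for *Cdh1*, *Plet1* and *Epcam* one by one, of *Epcam* with the gland genes, of mϕ RNA in CD103-CD11b+ DCs and of other cells in CD103-CD11b- DCs, and the lists of pancreatic acinar and of Brunner gland and gastric mucous genes, were chosen only after the values were seen. The test of *Cdh1*, *Epcam* and *Plet1* together was written before its list was looked at, as were the counts over other splits of the arrays.

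The paper shows CD103-CD11b- DCs and mϕ in the clustering of Fig. 5a and does not analyse their genes. In CD103-CD11b- DCs, 40 genes were higher than in each of the 3 other DC subsets, and 1110 genes differed between mϕ and the mean of the 4 DC subsets. By an interaction term, the difference between CD103+ and CD103- cells was not the same among CD11b+ and CD11b- DCs for 393 genes. CD103+ minus CD103- was higher among CD11b+ than among CD11b- DCs for 215 of them and lower for 178. In 100 splits of the arrays, the real one included, 1 was as large in each case, and the highest other counts were 0, 3 and 4, so chance can be excluded. The 40 became 14 without CD103-CD11b+ replicate 2, 19 without CD103-CD11b+ replicate 3 and 20 without CD103-CD11b- replicate 2.

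*Gp2*, *Cdh1* and *Plet1* passed as higher in CD103+CD11b+ than in CD103-CD11b+ DCs, while *Epcam*, with a difference of 0.74 (adjusted p = 0.0222), did not, and RNA of pancreatic acinar, gut epithelial or Brunner gland and gastric mucous cells could add to them, although the CD45+CD11c+MHCII+ gate that the paper describes for DCs would remove such cells. With the mean of 25 acinar genes as a covariate, *Gp2* still differed by 3.43 on the log2 scale (SE 0.35, 95% interval 2.65 to 4.21), against 3.63 without it, and with that of 14 Brunner gland and gastric mucous genes *Plet1* differed by 2.94 (SE 0.26, 95% lower bound 2.36), *Cdh1* by 1.34 (SE 0.19, 95% lower bound 0.92) and *Epcam* by 0.74 (SE 0.21, 95% interval 0.29 to 1.2). This argues against acinar RNA for *Gp2* and against gland RNA as the whole source of the 3 other genes, whose intervals lie above 0, and a part from gland RNA stays open for *Cdh1* and *Epcam*. The median of the 22 epithelial markers, 0.79 (SE 0.09), was as large as the difference of *Epcam*, the smallest of the 3. The markers share arrays (estimated correlation 0.496), and this SE is small beside the spread between arrays. Their mean ran from 7.00 to 7.64 over the CD103+CD11b+ arrays and from 6.31 to 6.55 over the CD103-CD11b+ arrays. With the markers' mean as a covariate *Epcam* differed by 0.41 (SE 0.28, 95% interval -0.22 to 1.04), so a part from epithelial RNA stays open. These markers were level between CD103+CD11b+ and CD103+CD11b- DCs, so the level of CD103+CD11b- DCs was taken off CD103+CD11b+ DCs on the linear scale. From CD103-CD11b+ DCs 0.571 of it was taken off, the ratio that the markers give. CD103+CD11b+ DCs stayed higher by 4.67 standard errors for *Cdh1* and 6.32 for *Plet1*, where the spread of the ratio between arrays may be understated. With nothing taken off CD103-CD11b+ DCs, which needs no ratio, the excess was 3.54 and 5.8 standard errors. This argues against epithelial RNA as the whole source of both genes. For *Epcam* the excess was 2.5 standard errors. It ran from 1.12 to 4.57 with the ratio of 1 marker at a time, over 2 for 15 of 22. With nothing taken off CD103-CD11b+ DCs it was -0.92. The excess of *Epcam* thus depends on the ratio taken, and epithelial RNA as its whole source stays open. Expression by CD103+CD11b+ DCs stays a hypothesis for all 4 genes, which these arrays did not test. By flow cytometry, the paper could not reliably find E-cadherin or GP2 on the cell surface. Its EpCAM antibodies did not tell the CD11b+ subsets apart well enough.

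The genes of complement C1q and other mϕ genes were higher in CD103-CD11b+ than in CD103+CD11b+ DCs, and carry-over of mϕ is a candidate source, although the CD64- gate of Fig. 5a would remove these cells. Over 54 genes at least 16-fold higher in mϕ, the share of mϕ RNA that each gene implies had a median of 2.4%, where 1 source like the sorted mϕ would give every gene the same share. For 31 of the 54 (57.4%) the share differed from the median by more than 2 standard errors, with 0.08% for *Pf4* (SE 0.16) beside 7.9% for *C1qa* (SE 0.75) and 9.74% for *Apoe* (SE 1.12), which argues against carry-over of mϕ like those sorted as the only source of the set, and 41 of the 51 genes outside C1q (80.4%) implied less than *C1qa* by more than 2 standard errors, which argues against it as the whole source of C1q. A part from carry-over stays open, as do mϕ unlike the sorted average and expression by CD103-CD11b+ DCs, which was not tested, and *Cx3cr1* (3.02%), *Mrc1* (3.47%), *Msr1* (2.76%) and *Fcgr1* (2.82%, SE 0.58), which encodes the CD64 of the gate, lay within 2 standard errors of the median. Carry-over is also argued against for 6 of the 45 genes higher in CD103-CD11b+ than in CD103+CD11b+ and CD103+CD11b- DCs. These 6 lay above mϕ, by 4.85 for *Il22ra2*, 4.84 for *Klrd1*, 3.62 for *S100a4*, 2.95 for *Tnfsf9*, 2.78 for *S100a6* and 0.81 for *Cd209d*, while 33 of the 45 lay below.

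Genes of plasma cells, plasmacytoid DCs and B cells were among those higher in CD103-CD11b- DCs, and such cells in the sort are candidate sources, although the B220- gate of Fig. 5a would remove B cells and plasmacytoid DCs, and the CD45+CD11c+MHCII+ gate that the paper describes for DCs would remove plasma cells. Against the 3 other DC subsets, 8 of 8 plasma cell markers (100%) were higher at an adjusted p under 0.01, with *Mzb1* at 10.53 ± 0.78 (SD, n = 3) and *Jchain* at 12.26 ± 0.20, and 5 of 9 plasmacytoid DC markers (55.6%), with *Ly6d* at 9.57 ± 0.45 and *Ccr9* at 8.85 ± 0.22. *Jchain* was also high on the arrays of the 3 other DC subsets, from 10.77 to 12.06, and in mϕ, from 11.38 to 12.23. More than 50% of the plasma cell list and of the plasmacytoid DC list was higher, as RNA of these cells would need, so both sources stay open. Of 11 B cell markers 3 were higher (27.3%), with *Cd79b* at 8.96 ± 0.46, and 5 lay below a difference of 0.5 by more than 2 standard errors, among them *Ms4a1*, which encodes CD20, at 3.74 ± 0.06, so B cells in the sort and their absence cannot be told apart, as neither group reached 50% of the list. Expression of these genes by CD103-CD11b- DCs was not tested and stays open too.

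For the pairwise comparisons of 3 against 3 arrays, 10 splits are too few for a share under 0.05, with 653, 662 and 107 genes in the real split (1 of 10 as large in each) and 0 as the highest other. Among 100 splits of the 9 arrays, 2 were as large as the 192 genes highest in CD103+CD11b- DCs (highest other 200), 2 as the 27 of CD103+CD11b+ DCs (45), 4 as the 45 of CD103-CD11b+ DCs (200) and 1 as the 272 shared by the CD11b+ subsets (270). Few splits thus gave counts as large. In each split as large for the genes highest in a subset, the leading group was the 3 arrays of 1 population, so the high counts follow the populations. The splits show that the populations separate. They cannot decide on chance for the 27 or the 45 genes, as splits led by 1 population give high counts whichever population leads.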

How the results depend on the processing

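The fits without the arrays richest in pancreatic RNA and without those with gastric RNA were chosen only after the values were seen. Every count rests on 3 arrays per population, with 7255 to 7547 genes per array above a log2 signal of 6, and a background correction other than the authors' was not run, as raw intensities were not used here. Under another choice of probeset, cyclic loess, centring on the median, a limit on dim genes, a trend, array weights and 1 fit of all 15 arrays, each count of passing genes stayed within 1.5 times its value. With an adjusted p of 0.05 this held except for CD103-CD11b- DCs, with 67 genes. With replicate number as a block the counts were 666, 695 and 129 for the pairwise comparisons (CD103+CD11b+ against CD103+CD11b-, CD103-CD11b+ against CD103+CD11b-, CD103+CD11b+ against CD103-CD11b+), 193, 29 and 50 for genes highest in CD103+CD11b-, CD103+CD11b+ and CD103-CD11b+ DCs, 283 shared, 1118 for mϕ, 40 for CD103-CD11b- DCs and 412 for the interaction, with 50 list calls and an ANOSIM statistic of 0.961.

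Leaving out 1 array gave 639 to 679, 623 to 674 and 59 to 106 genes in the pairwise comparisons, 179 to 200, 13 to 34 and 28 to 46 highest in CD103+CD11b-, CD103+CD11b+ and CD103-CD11b+ DCs, 261 to 289 shared, 1076 to 1263 for mϕ, 14 to 50 for CD103-CD11b- DCs and 294 to 363 for the interaction. There were 42 to 48 list calls, and ANOSIM gave 0.86 to 1 without a replicate number and 0.91 to 0.97 under other distances, gene sets and normalization. The smallest counts came without CD103-CD11b+ replicate 3 (59 between the CD11b+ subsets, 13 highest in CD103+CD11b+, 28 in CD103-CD11b+ and 19 in CD103-CD11b- DCs), CD103+CD11b+ replicate 1 (66 and, in CD103-CD11b+ DCs, 28), CD103-CD11b+ replicate 2 (14 in CD103-CD11b- DCs) and CD103-CD11b- replicate 2 (20 in CD103-CD11b- DCs), where fewer arrays also lower the power.

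Against the log2 threshold itself (limma's treat), a stricter test by construction, 203, 228 and 9 genes passed in the pairwise comparisons, 57, 0 and 5 were highest in CD103+CD11b-, CD103+CD11b+ and CD103-CD11b+ DCs, 92 were shared, and 514, 0 and 33 passed for mϕ, CD103-CD11b- DCs and the interaction. At an unadjusted p under 0.05, treat gave 14 in place of the first 0 and 20 in place of the second. The methods' *t*-test at p under 0.05, which is unadjusted and sets no limit on size, gave 4288, 3888 and 1880 genes, 1214, 401 and 456 highest in the subsets and 1261 shared. At an adjusted p under 0.05 it gave 1192 for CD103+CD11b+ against CD103+CD11b- DCs, 6 between the CD11b+ subsets, and 294, 2 and 1 highest in CD103+CD11b-, CD103+CD11b+ and CD103-CD11b+ DCs, and the cause was not tested. The direction on the hexagonal plot gave 53 genes for CD103+CD11b+ and 76 for CD103-CD11b+ DCs, as it asks for 1 passing comparison only.

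Without the array richest in pancreatic RNA of each population, which leaves 2 arrays each, 10 genes passed between the CD11b+ subsets, 0 were highest in CD103+CD11b+ DCs (37 at an unadjusted p under 0.05 from limma), 5 in CD103-CD11b+ and 13 in CD103-CD11b- DCs, and 202 passed for the interaction. Without the 3 arrays with gastric RNA, CD103-CD11b- DCs had 24 and the interaction 228. Fewer arrays lower the power, and whether the RNA also mattered was not tested. Of 47 list calls over the 3 pairwise comparisons, 14 held with an estimated correlation between genes, 4 for CD103+CD11b+ against CD103+CD11b- DCs (cDC1, cDC2, T cell polarising, and Siglec to TREM lists) and 10 for CD103-CD11b+ against CD103+CD11b- DCs (the same 4, and mϕ, C-type lectin, interferon-stimulated, transcription factor, chemokine, and complement and Fc lists). Over 1030 values of named genes, 265 lost a call under some setting, 230 gained one and 0 reversed.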

Differences from the paper's values

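Of 36 log2 signals read by eye from the bars of Fig. 5, 2 differed from the values here, both for *Cd209a*. The paper's bar stands at about 10.0 in CD103+CD11b+ DCs in Fig. 5, read by eye, against 10.70 ± 0.04 here (SD, n = 3), and at about 10.0 in CD103-CD11b+ DCs in Fig. 5, read by eye, against 10.65 ± 0.10 here. Among the alternatives set before the data were examined, the mean of all probesets, the probeset with the largest SD, cyclic loess, centring on the median, array weights and each replicate left out in turn all left the difference in both subsets. With 1 replicate left out the values here ran from 10.68 to 10.72 in CD103+CD11b+ and from 10.60 to 10.69 in CD103-CD11b+ DCs. In CD103+CD11b- DCs *Cd209a* was at 6.11 ± 0.33 and did not differ.

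The paper names *Epcam* among the genes higher in CD103+CD11b+ DCs. Here it was higher than in CD103-CD11b+ DCs by 0.74 (SE 0.15, adjusted p = 0.0222, 3 of 3 arrays above all CD103-CD11b+ arrays), short of both thresholds against CD103-CD11b+ DCs. The direction on the hexagonal plot, which asks for a pass in 1 of the comparisons, and the methods' *t*-test at p under 0.05 called it for CD103+CD11b+ DCs, and no other setting did. *Gp2* (3.63), *Cdh1* (1.38) and *Siglecf* (1.34), which the paper names beside it, passed.

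The paper's counts, at the same thresholds as far as the legend of Fig. 5 states them, were not more than 1.5 times those here. The paper's 61 genes for CD103-CD11b+ DCs stand beside 45 here, and its 31 genes for CD103+CD11b+ DCs beside 27. The tables of the paper hold 239 genes for CD103+CD11b- DCs and 330 for the shared set, against 192 and 272 here. Above the paper's counts were those of the direction on the hexagonal plot (76, 53, 276 and 397) and of the methods' *t*-test at p under 0.05 (456, 401, 1214 and 1261), with its adjusted count for CD103+CD11b- DCs (294) and the count for CD103+CD11b+ DCs without CD103+CD11b+ replicate 3 (34). Of the paper's tables, 28 of 59 matched genes for CD103-CD11b+ DCs and 14 of 31 for CD103+CD11b+ DCs did not pass here, all of them in the stated direction. The direction on the hexagonal plot left 12 and 0 of these tables uncalled, and the methods' *t*-test at p under 0.05 left 3 and 0. For the tables of CD103+CD11b- DCs and of the shared set, 50 of 229 and 61 of 303 matched genes did not pass here, 7 and 4 with the direction on the plot and 1 and 0 with the *t*-test. The paper states 34 outer-ring genes, and its table holds 35 entries.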

Other observations

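The lists of acinar and of Brunner gland and gastric mucous genes were added after the values were seen, and the other comparisons in this part were set earlier. CD64+ mϕ differed from the mean of the 4 DC subsets in 674 higher and 436 lower genes. The largest differences were those of *Pf4*, a platelet-type chemokine, by 6.87 on the log2 scale (SE 0.15, adjusted p = 1.5e-13), the monocyte attractant *Ccl7* by 6.18, the mannose receptor gene *Mrc1* by 6.13 and the complement receptor genes *C3ar1* and *C5ar1* by 6.11 and 5.97, each higher on 3 of 3 arrays than on any DC array. Of 28 chemokines and chemokine receptors, 18 were higher and 5 lower in mϕ (camera adjusted p = 4.5e-09), and of 15 complement and Fc receptor genes 11 were higher (adjusted p = 5.5e-15). Of 18 Toll-like and NOD-like receptors, 12 were higher and 1 lower, with *Tlr7* by 4.76 and *Tlr4* by 4.04, and of 22 interferon-stimulated genes 14 were higher and none lower. *Il10* was higher by 3.36. Of 23 cell cycle genes, 18 were lower in mϕ and none higher (adjusted p = 1.0e-20), among them *Bub1* with -2.10 and *Ccnb2* with -1.83, and *Kit*, the stem cell factor receptor, was lower with -4.12. The counts were the same adjusted over each list alone, and these 5 lists kept an adjusted p under 0.05 with an estimated correlation between genes (0.00819, 0.0216, 0.0121, 0.0121 and 0.0364 in the order given).

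The receptor that the paper deletes in DCs was expressed in all populations. *Tgfbr1* had a log2 signal of 7.46 ± 0.14 (SD, n = 3) in CD103+CD11b+, 7.35 ± 0.06 in CD103+CD11b-, 7.76 ± 0.29 in CD103-CD11b+ and 7.71 ± 0.17 in CD103-CD11b- DCs, and 9.52 ± 0.18 in mϕ. Between DC subsets it differed by 0.11 (CD103+CD11b+ minus CD103+CD11b- DCs, adjusted p = 0.693), 0.41 (CD103-CD11b+ minus CD103+CD11b- DCs, adjusted p = 0.0702) and -0.30 (CD103+CD11b+ minus CD103-CD11b+ DCs, adjusted p = 0.393), and none of these passed. In mϕ it was higher than in DCs by 1.95 (SE 0.11, adjusted p = 3.6e-09, 3 of 3 arrays above all DC arrays). Of 25 TGFβ ligands, receptors and SMADs, 5 were higher in mϕ and none lower (5 over the list alone, camera adjusted p = 1.8e-04, and 0.0467 with an estimated correlation). They included the integrin gene *Itgav* by 1.87, the signal transducer *Smad3* by 1.53 and the coreceptor *Eng* by 1.51.

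CD103-CD11b- DCs shared genes with more than 1 other subset. They differed from CD103-CD11b+ DCs in 161 genes, from CD103+CD11b+ DCs in 384 and from CD103+CD11b- DCs in 530. Against the mean of the 3 other DC subsets, *Il22ra2*, the soluble inhibitor of IL-22, was higher by 3.14 (SE 0.27, adjusted p = 7.6e-06), the lectin gene *Cd209d* by 2.70 (SE 0.14, adjusted p = 5.9e-08) and *Pou2af1*, a coactivator of antibody genes, by 2.62 (SE 0.30, adjusted p = 8.1e-05). The chemokine genes *Ccl17* and *Ccl22* were lower with -2.87 (SE 0.14, adjusted p = 5.5e-08) and -2.27, the lectin gene *Mgl2* with -2.94 and the cytokine genes *Il1a*, *Tnf* and *Ebi3* with -2.22, -1.47 and -1.28. *Mgl2* was level with CD103+CD11b- DCs, with a difference of -0.04 (limma adjusted p = 0.958), and was lower only than in the CD11b+ subsets. *Il22ra2* was also high in CD103-CD11b+ DCs, at 9.18, and was not among the 40 genes higher than in each of the 3 other DC subsets. Of 19 cDC1 markers, 7 were higher and none lower (7 over the list alone, camera adjusted p = 1.8e-09, and 0.0474 with an estimated correlation), and *Clec9a* was higher by 1.56. Against CD103+CD11b- DCs alone markers of this list passed as lower, *Clec9a* with -1.32 (SE 0.26, adjusted p = 0.00379), *Xcr1* with -2.33, *Irf8* with -1.47 and *Cadm1* with -2.92, and the list mean per array was 7.99 to 8.47 in CD103-CD11b- DCs, between the 9.57 to 9.75 of CD103+CD11b- DCs and the 6.57 to 6.89 of CD103+CD11b+ and 6.7 to 6.77 of CD103-CD11b+ DCs. Of 24 T cell polarising cytokines and costimulators, 1 was higher and 4 lower (the same over the list alone, camera adjusted p = 5.6e-04, and 0.0185 with an estimated correlation). Of 8 plasma cell markers 7 were higher (adjusted p = 1.4e-17, and 0.0349), of 9 plasmacytoid DC markers 5 (6.7e-13, and 0.00162) and of 11 B cell markers 3 (8.4e-05, and 0.110), and none was lower (the same over each list alone).

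The interaction sets the difference between CD103+ and CD103- cells among CD11b+ DCs against the same difference among CD11b- DCs. It was largest for *Plet1*, by 4.43 (SE 0.36, adjusted p = 5.7e-06), followed by *Cd7* by 4.00 and the receptor gene *Siglece* by 3.88, and was 3.59 for *Trem1* (SE 0.22, adjusted p = 7.4e-07) and 3.43 for *Irf4*. *Irf4* and *Siglece* were near the level of CD103-CD11b+ DCs in CD103-CD11b- DCs, at 8.88 ± 0.28 and 9.2 ± 0.15, and low in CD103+CD11b- DCs, at 6.05 ± 0.28 and 5.96 ± 0.41. In the other direction it was -4.19 for *Ctla2b*, a protease inhibitor (SE 0.37, adjusted p = 1.2e-05), -3.15 for *Ccl17*, -2.85 for *Cadm1* and -2.60 for *Il12b*. Among CD11b- DCs the term sets CD103+CD11b- DCs, with their cDC1 genes, against a subset the paper calls heterogeneous. It thus compares sorted populations and does not isolate an effect of CD103.

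The added lists were higher in CD103+CD11b+ than in CD103-CD11b+ DCs by their medians, 0.73 for 25 acinar and 0.95 for 14 Brunner gland and gastric mucous genes. limma called 0 genes of either list (0 and 3 over the list alone, 4 and 6 at an unadjusted p under 0.05, and 1 and 4 by the methods' *t*-test). Their camera adjusted p was 8.8e-05 and 4.1e-06, and 0.364 and 0.129 with an estimated correlation. By fry their adjusted p was 0.438 and 0.0907. *Tff2*, a mucous peptide, was at 10.48 ± 0.76 (SD, n = 3) in CD103+CD11b+ DCs, 10.31 ± 0.43 in CD103+CD11b- DCs and 7.64 ± 2.39 in CD103-CD11b+ DCs.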
